# EpEX/EpCAM and Oct4 or Klf4 alone are sufficient to generate induced pluripotent stem cells through STAT3 and HIF2α

**DOI:** 10.1038/srep41852

**Published:** 2017-02-03

**Authors:** I.-I. Kuan, Kang-Hao Liang, Yi-Ping Wang, Ting-Wen Kuo, Yaa-Jyuhn James Meir, Sareina Chiung-Yuan Wu, Shang-Chih Yang, Jean Lu, Han-Chung Wu

## Abstract

Epithelial cell adhesion molecule (EpCAM) was reported to be cleaved into extracellular domain of EpCAM (EpEX) and intracellular domain of EpCAM (EpICD). We previously reported that EpCAM serves as a potent stem cell marker which is highly and selectively expressed by undifferentiated rather than differentiated hESC. However, the functional role of EpCAM remains elusive. Here, we found that EpEX and EpCAM enhance the efficiency of OSKM reprogramming. Interestingly, Oct4 or Klf4 alone, but not Sox2, can successfully reprogram fibroblasts into iPSCs with EpEX and EpCAM. Moreover, EpEX and EpCAM trigger reprogramming via activation of STAT3, which leads to the nuclear-translocation of HIF2α. This study reveals the importance of a novel EpEX/EpCAM-STAT3-HIF2α signal in the reprogramming process, and uncovers a new means of triggering reprogramming by delivery of soluble and transmembrane proteins.

Embryonic stem cells (ESCs) are able to generate all three germ layers and differentiate into all cell types of the body, except placenta^1^. However, the application of ESCs in regenerative medicine was hampered due to immune-rejection and oncogenicity. Fortunately, the prospects for regenerative research were advanced by the groundbreaking discovery that induced pluripotent stem cells (iPSCs) can be established from somatic cells, such as fibroblasts^2^. The use of iPSC technology circumvents the immune-rejection problem^3^. Previous studies indicated that iPSCs resemble ESCs in terms of pluripotency, morphology, growth requirements and proliferation, markers and gene expressions, and epigenetic and functional features^2^,^4^,^5^.

Traditionally, iPSCs were generated using four factors, *Oct4 (O*), *Sox2 (S*), *Klf4 (K*), and *c-Myc (M*) (OSKM), which are now called Yamanaka factors^2^. All Yamanaka factors are transcription factors, and the detailed molecular mechanisms underlying their effects are still not fully understood. Many attempts have been made to derive iPSCs from different species and different somatic cell types by delivering the four Yamanaka factors^6^.

A growing body of research is devoted to identifying more convenient and efficient reprogramming strategies. Certain reports have indicated that iPSCs can be generated by less than four Yamanaka factors, but the cells being reprogrammed need to express some of the Yamanaka factors endogenously. For example, human umbilical vein endothelial cells (HUVECs) and hematopoietic stem cells (HSCs) already express high levels of Klf4^7^,^8^,^9^, and thus application of Oct4 and Sox2 is sufficient to reprogram HUVECs and HSCs into iPSCs^7^,^8^,^9^. Similarly, human neural stem cells (NSCs) or dermal papilla cells with high endogenous expression levels of Sox2 and c-Myc can be reprogrammed into iPSCs with Oct4 and Klf4^10^,^11^,^12^. Since NSCs also express Sox2 protein, Oct4 is sufficient to reprogram NSCs into iPSCs with low efficiency^13^,^14^. All of these studies with one or two Yamanaka factors require cells that express high endogenous levels of one or two reprogramming factors (Hester *et al*.^10^; Kim *et al*.^11^; Ho *et al*.^7^; Tsai *et al*.^12^). In fibroblast, a study has successfully reprogrammed mouse and human fibroblasts with Oct4 and Sox2^15^, and the reprogramming efficiency of iPSCs has greatly improved by certain defined small-molecule scompounds^16^. In addition, mouse fibroblast can form iPSCs with Oct4 and small-molecule compounds^17^. However, few soluble protein factors and membrane proteins have been reported to promote iPSC formation. Therefore, there is increasing interest in identifying novel reprogramming factors that are not transcription factors or chromatin modifiers.

Epithelial cell adhesion molecule (EpCAM) is a 34~40-kDa type I transmembrane protein, which is a well-known tumor-associated antigen expressed abundantly in various types of carcinoma^18^. EpCAM consists of three distinct domains; an extracellular region (EpEX), a transmembrane domain, and an intracellular domain (EpICD)^19^. We previously demonstrated that EpCAM is not only enriched in ESCs, where it regulates the four Yamanaka factors^20^, but it also plays an important role in regulating cancer-initiating abilities, self-renewal, and invasiveness in colon cancer^21^. Moreover, it has been reported that overexpression of EpCAM or EpICD decreased the expression of p53 and p21, and activated the promoter activity of Oct4 in reprogramming MEFs^4^. However, it is unknown whether EpEX can increase the efficiency of iPSC formation and whether EpCAM/EpEX can replace one or more Yamanaka factors. The functional roles of EpEX in stem cells and reprogramming processes, as well as the downstream signal(s) and receptor(s) of EpEX, remain elusive. Here, we demonstrate that EpEX and EpCAM are sufficient to reprogram fibroblasts into iPSCs with only Oct4 or Klf4. Moreover, we describe a new way of triggering reprogramming with a soluble factor and transmembrane protein, and elucidate the underlying mechanism through which EpEX increases the expressions of pluripotency genes by regulating the STAT3-HIF2α signals.

## Results

### EpCAM/EpEX enhance reprogramming efficiency in OSKM-mediated iPSCs

We examined if EpEX and EpCAM can increase reprogramming efficiency during OSKM-mediated iPSC formation. We used the *PiggyBac* transposon system to avoid virus-mediated insertional mutagenesis^22^,^23^. Nuclear electroporation was used to transfect *Oct4 (O*), *Sox2 (S*), *Klf4 (K*), *c-Myc (M*), and *EpCAM (E*) genes, which were induced by doxycycline in mouse embryonic fibroblasts (MEFs) with Oct4 promoter-driven GFP. The transfectants are henceforth referred to as ‘OSKM’, ‘OSKME’, ‘OSKM + EpEX’, and ‘OSKME + EpEX’. Figure 1A illustrates the iPSC generation procedures. GFP-positive colonies (indicating endogenous Oct4 expression) were observed after reprogramming (Fig. 1B). Compared to OSKM, the reprogramming efficiency was elevated by over 1.6 fold in OSKME and OSKM + EpEX, and 2.4 fold in OSKME + EpEX (Fig. 1C and Table 1).

The undifferentiated status of all iPSCs was confirmed by alkaline phosphatase (AP) staining (Fig. 1D). RNA (*Oct4, Sox2, Nanog*) and protein (Oct4, Sox2, Nanog) amounts in iPSCs were comparable to those in mouse ESCs (Fig. 1E,F). Next, iPSC pluripotency was examined by teratoma formation. The iPSCs (OSKM and OSKME + EpEX groups) differentiated into three germ layers: neural epithelium (ectoderm), skeletal muscle (mesoderm), and respiratory epithelium (endoderm) (Fig. 1G).

### EpCAM/EpEX with either Oct4 or Klf4 can induce iPSCs

Next, we examined if EpEX and/or EpCAM can substitute for multiple Yamanaka factors in iPSC formation. Figure 2A illustrates iPSC protocol. We transfected cells with doxycycline-inducible EpCAM, with or without a single Yamanaka factor (Oct4, Sox2, or Klf4), to generate four groups: OE, SE, KE, and E. We omitted c-Myc due to its oncogenicity and dispensability for reprogramming^2^,^24^,^25^. GFP colony formation was not observed under any condition (Table 2).

We treated these cells with EpEX (designated as EpEX, O + EpEX, S + EpEX, K + EpEX, OE + EpEX, SE + EpEX, KE + EpEX, and E + EpEX). Colonies were found in the KE + EpEX, OE + EpEX, and OSKM groups (Fig. 2B and Table 2). iPSC formation efficiency was 0.05% for the OE + EpEX group, 0.03% for the KE + EpEX group, and 0.18% for the OSKM group (Table 2). Positive AP staining was observed for each group (Fig. 2C).

### Characterization of iPSCs by *in vitro* and *in vivo* assays

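Total RNA of 18 samples was hybridized to Affymetrix mouse expression arrays, with 1 array per sample. The samples were 3 mESC clones, 4 iPSC clones from each of the OE + EpEX, KE + EpEX and OSKM groups, and 3 samples of the MEFs, which came from embryos at day 13.5 and carried GFP at the Oct4 locus. The transfected genes were induced with doxycycline at 1.5 μg/ml for 21 days, and the OE + EpEX and KE + EpEX cells also received EpEX at 1 μg/ml. The sample labels call the 3 MEF samples biological replicates, whereas the series description mentions a single primary culture. The labels name Trizol and a biotin label, while the paper names the RNeasy kit and Cy3.

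The authors processed the arrays with GeneSpring GX and deposited 1 log2 value for each of 45101 probe sets on each array, a probe set being a group of probes that reads 1 transcript. The paper's text names neither the software version nor the normalization between arrays. Each probe set had been shifted to a median of 0 over the 18 arrays, and no probe set's median was further from 0 than 5.0e-07. A deposited value is therefore a level relative to the same probe set in the other arrays, and it does not show whether a transcript was detected. After 64 control probe sets were left out, 45037 remained, with 0 missing values and array medians from −0.031 to 0.070. A gene symbol was given for 931 of them (2.07%), all in the authors' lists of probe sets at least 10-fold above or below the MEF mean in every other array. Genes named here were thus picked by the authors for a difference from MEFs.

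Groups were compared with limma, with 1 mean per group, a spread estimated over all 18 arrays and Benjamini-Hochberg adjustment within each comparison. A probe set was counted as different at an adjusted p under 0.05 and a log2 difference of at least 1 in either direction. The number of clones limits the precision of every value.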

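The root mean square of the log2 differences over all probe sets was computed for each pair of arrays. Its median was 0.266 between mESC clones (3 pairs, 0.258 to 0.290), 0.202 between OSKM clones, 0.321 between OE + EpEX clones and 0.403 between KE + EpEX clones. Between mESC and iPSC clones the median was 0.495 for OE + EpEX, 0.534 for KE + EpEX and 0.496 for OSKM. The closest of these pairs, at 0.411, was further apart than any 2 mESC clones. It was closer than the furthest 2 clones of OE + EpEX (0.427) or of KE + EpEX (0.470), but not of OSKM (0.235). MEF and mESC arrays differed by a median of 1.45 (9 pairs).

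**Figure D1:**
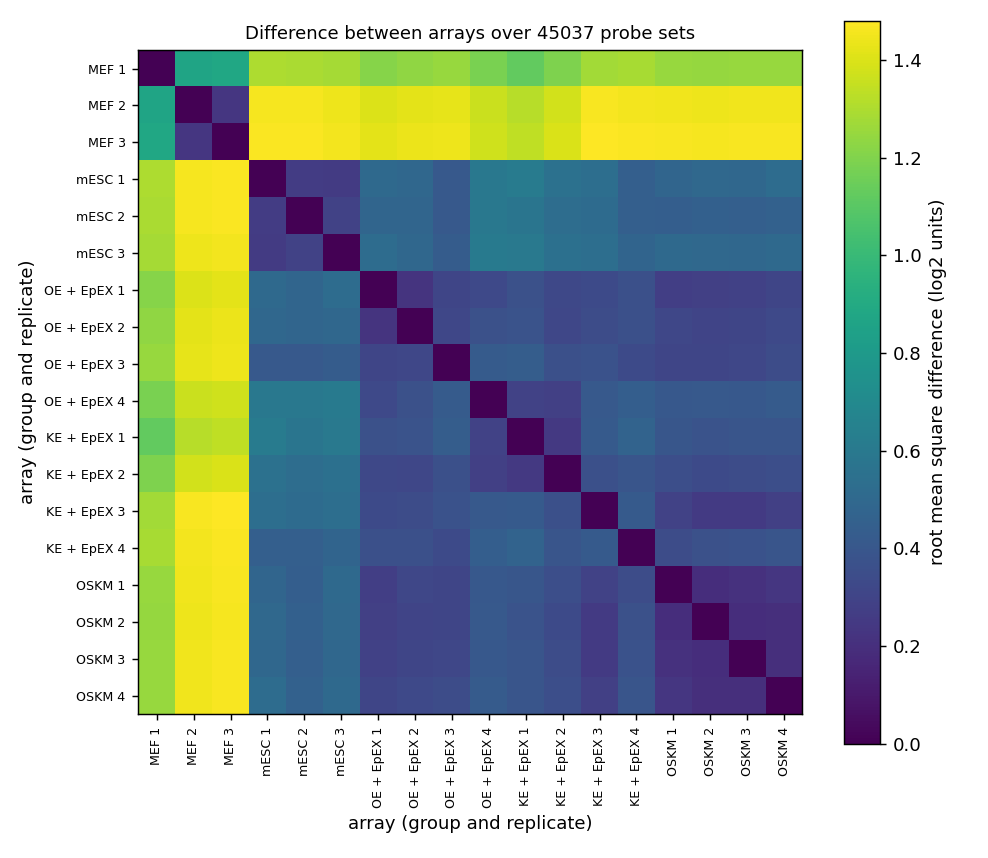
Root mean square log2 difference over 45037 probe sets for each pair of the 18 arrays, grouped as MEF, mESC, OE + EpEX, KE + EpEX and OSKM, with the colour scale in log2 units. The MEF arrays stand apart from the other 15, and among those the mESC arrays lie 0.411 to 0.615 from the iPSC arrays.

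The mean Pearson distance (1 minus r over probe sets) between mESC and iPSC clones, minus the mean distance within the groups, was 0.460 for OE + EpEX and 0.447 for KE + EpEX (one-sided exact permutation test, p = 0.0571 for both). For OSKM it was 0.726, with an exact p = 0.0286, the smallest that 35 splits of 7 arrays allow. Computed from the root mean square difference instead, the value was 0.194 for OE + EpEX, 0.185 for KE + EpEX and 0.257 for OSKM, each with an exact p = 0.0286. The Pearson value rose to 0.763 without OE + EpEX clone 3 and to 0.766 without KE + EpEX clone 4, and fell to 0.297 without mESC clone 1 in the KE + EpEX comparison. With 1 clone fewer the exact test allowed no p under 0.05.

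Compared with mESCs, 1327 probe sets differed in OE + EpEX iPSCs (788 higher, 539 lower), 1552 in KE + EpEX iPSCs (782 higher, 770 lower) and 1476 in OSKM iPSCs (710 higher, 766 lower). Which direction prevailed depended on the setting, with 1769 higher and 2039 lower in OE + EpEX and 1895 higher and 2876 lower in KE + EpEX iPSCs without a fold threshold. With each array left out in turn, the counts stayed between 1063 and 1599, 1227 and 1925, and 1158 and 1528. The methods' t-test at an unadjusted p under 0.05 and without a fold threshold moved these counts most. It gave 10165, 9288 and 14027 probe sets. Of the probe sets counted by limma, 883 differed in the same direction in all 3 groups (466 higher, 417 lower), and 810 did so after quantile normalization (360 higher, 450 lower). In 20 simulations with iPSC groups set to the mESC mean, 0 probe sets were called in any single comparison. The shared count could then only be 0. The simulations therefore do not show how much sharing the mESC arrays, common to the 3 comparisons, would produce.

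Pou5f1 (1417945_at), which encodes Oct4, had a mean log2 value of 5.65 ± 0.02 (SD, n = 3) in mESCs, 0.43 ± 1.18 (n = 4) in OE + EpEX, −0.10 ± 0.13 (n = 4) in KE + EpEX and 0.13 ± 0.13 (n = 4) in OSKM iPSCs. Its log2 difference from mESCs was −5.22, −5.75 and −5.52, with a standard error of 0.415 and limma adjusted p = 7.73e-07, 2.32e-07 and 3.46e-07. After quantile normalization it was −3.55, −4.63 and −4.24 (limma adjusted p = 0.0105, 0.00142 and 0.00171). OE + EpEX clone 3, at 2.18, lay above the other 3 OE + EpEX clones, which ranged from −0.32 to 0.03. Only 1 Pou5f1 probe set was named, so the difference rests on a single part of the transcript. Zfp42 (1418362_at), also called Rex1, had a mean of 1.90 ± 0.08 (SD, n = 3) in mESCs and between −0.06 and 0.22 in the iPSC groups. Its differences of −1.78, −1.68 and −1.96 had a standard error of 0.165 and limma adjusted p = 4.13e-06, 6.87e-06 and 1.29e-06.

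The differences of Sox2, Nanog, Sall4, Nr0b1, Dppa5a and Tdgf1 from mESCs lay between −0.43 and 0.37, with limma adjusted p from 0.0992 to 0.976. Nanog in KE + EpEX iPSCs passed an adjusted p of 0.05 without KE + EpEX clone 3 (log2 difference 0.53, limma adjusted p = 0.00262, against 0.37 and 0.105 with all clones). Sall4 in OSKM iPSCs passed it after quantile normalization (0.41, limma adjusted p = 0.0393, against 0.26 and 0.0992). Of these 8 genes, 2 differed from mESCs in each iPSC group. Adjusted over the list alone, 2 had an adjusted p under 0.05 in OE + EpEX and 3 in both KE + EpEX and OSKM iPSCs, by limma. The spread over all 18 arrays includes the MEF arrays. With only the 2 groups in the fit, an alternative chosen after seeing the data, Sox2 in OSKM iPSCs had a standard error of 0.091 instead of 0.510 and a limma adjusted p = 0.0192 instead of 0.802.

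**Figure D2:**
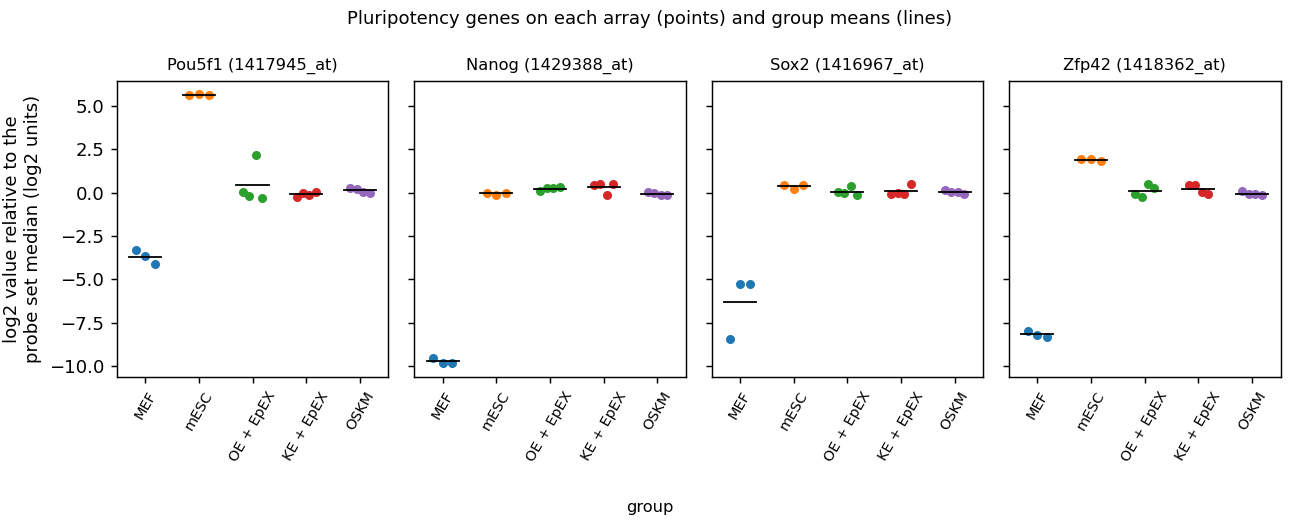
Deposited log2 values of Pou5f1, Nanog, Sox2 and Zfp42 on each array, by group, with lines at the group means; 0 is each probe set's median over the 18 arrays. For Pou5f1 the 3 mESC arrays have a mean of 5.65 and the highest iPSC clone at 2.18, whereas for Nanog the mESC and iPSC arrays overlap.

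Among probe sets without a symbol, 1434046_at rose furthest, from −5.12 ± 0.25 (SD, n = 3) in mESCs to 0.63 ± 1.17, 1.28 ± 1.43 and 0.13 ± 0.15 (n = 4 each) in OE + EpEX, KE + EpEX and OSKM iPSCs (limma adjusted p = 2.52e-05, 7.92e-06 and 5.85e-05). The probe set 1445226_at fell from 5.25 ± 0.12 (SD, n = 3) in mESCs to −0.07 ± 0.20 and −0.08 ± 0.22 (n = 4 each) in KE + EpEX and OSKM iPSCs (limma adjusted p = 1.20e-08 and 1.21e-08).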

Global gene expression patterns of these mouse iPSCs and ES cells were similar (Fig. 2D). Scatter plots indicated that global gene expression profiles of KE + EpEX and OE + EpEX iPSCs were similar to that of OSKM iPSCs (Fig. 2E). 

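The squared Pearson correlation of group means with OSKM iPSCs, on the values as deposited, was 0.028 for OE + EpEX and 3.5e-05 for KE + EpEX iPSCs. It was taken across probe sets, which are not independent replicates, so no p-value is given. The shift of each probe set to its own median had removed the differences in level between probe sets. Taken relative to the MEF mean, R² was 0.969 for OE + EpEX and 0.974 for KE + EpEX. The alternative that moved these values most, chosen after seeing the data, was the same over the authors' lists of probe sets, with 0.996 for both groups. Relative to the MEF mean over all probe sets, mESCs and OSKM iPSCs gave 0.893, and 100 simulations of groups unchanged from MEFs, which share the MEF mean, gave a median of 0.325. These simulations gave every group the same spread, which fixed their value through the group sizes. Real MEF arrays differed by up to 0.883 (root mean square, log2 units), against at most 0.235 between OSKM clones. The simulations therefore do not show how much of R² the shared MEF mean gives here.

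The log2 differences of group means from OSKM iPSCs had an SD over probe sets of 0.236 for OE + EpEX, 0.216 for KE + EpEX and 0.441 for mESCs. At least 1 log2 unit from OSKM were the means of 198 probe sets in OE + EpEX, 204 in KE + EpEX and 1767 in mESCs.

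**Figure D3:**
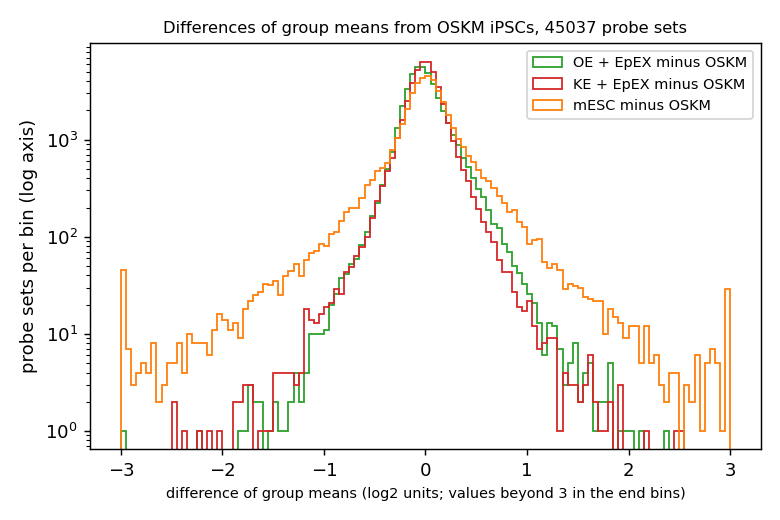
Number of probe sets (log axis) by log2 difference of the group mean from the OSKM mean, for OE + EpEX, KE + EpEX and mESC, with values beyond 3 in the end bins. The SD is 0.236 for OE + EpEX, 0.216 for KE + EpEX and 0.441 for mESC.

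Pairs of an OE + EpEX and an OSKM clone differed by a median of 0.312 (root mean square, log2 units), less than pairs of OE + EpEX clones, and pairs with a KE + EpEX clone by 0.353, less than pairs of KE + EpEX clones. The closest of these pairs, at 0.275 and 0.250, were further apart than any 2 OSKM clones (0.191 to 0.235). The between-group minus within-group Pearson distance was 0.387 for OE + EpEX and 0.253 for KE + EpEX, both with a one-sided exact permutation p = 0.0286. For KE + EpEX the exact p rose to 0.0857 without any 1 of OSKM clones 1 to 4, with distances of 0.184, 0.172, 0.172 and 0.177. Without KE + EpEX clone 3 that distance was 0.479. Pearson's r on centred values takes no account of the size of differences, so these distances do not rank the groups by size. The same quantity from the root mean square difference was 0.0666 for OE + EpEX and 0.0477 for KE + EpEX. From mESCs it was 0.194 and 0.185 (exact permutation p = 0.0286 for each of the 4).

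By limma, 20 probe sets differed between OE + EpEX and OSKM iPSCs (3 higher, 17 lower), and 5166 had an unadjusted p under 0.05. Without OE + EpEX clone 3 the count was 57 and without clone 4 it was 13, whereas it was 0 without OE + EpEX clone 1, without clone 2 and without each OSKM clone. Quantile normalization gave 1523 probe sets (848 higher, 675 lower), and a fit of only these 2 groups 105. Quantile normalization of centred values gives arrays close to the median, such as those of OSKM, the same spread as MEF arrays. The methods' t-test after the same adjustment gave 385 without a fold threshold, where limma gave 121.

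Between KE + EpEX and OSKM iPSCs limma gave 0 probe sets, with 3479 at an unadjusted p under 0.05. The methods' t-test, here and below without a fold threshold, gave 4979 unadjusted and 2 adjusted. Without KE + EpEX clone 3 the limma count was 114. It was 831 after quantile normalization (337 higher, 494 lower) and 13 with only these 2 groups in the fit. Between OE + EpEX and KE + EpEX iPSCs limma gave 0 as well, with 2446 at an unadjusted p under 0.05, and the methods' t-test gave 2719 unadjusted and 0 adjusted. That limma count was 11 without OE + EpEX clone 3, 1 without OE + EpEX clone 4 and 1 without KE + EpEX clone 1.

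The probe set 1437724_x_at was 1.25 higher on the log2 scale in OE + EpEX than in OSKM iPSCs (standard error 0.193, limma adjusted p = 0.0224), and 1436227_at differed by −3.28 (standard error 0.610, limma adjusted p = 0.0418). Neither has a symbol. Without OE + EpEX clone 1, without clone 2 and without each OSKM clone, the limma adjusted p lay between 0.0644 and 0.0929 for the former and between 0.0908 and 0.142 for the latter, which also rose to 0.0928 without OE + EpEX clone 4. None of the 8 genes Pou5f1, Sox2, Nanog, Sall4, Nr0b1, Dppa5a, Tdgf1 and Zfp42 differed from OSKM by limma, over all probe sets or adjusted over the list alone, and 1 gene in each group had an unadjusted p under 0.05. Their log2 differences lay between −0.31 and 0.30 in OE + EpEX and between −0.33 and 0.39 in KE + EpEX iPSCs. The value of 0.30, for Pou5f1, became −0.29 without OE + EpEX clone 3. The value of 0.39, for Nanog, became 0.55 without KE + EpEX clone 3, with limma adjusted p = 0.0173 against 0.403 with all clones. From the scatter plots of group profiles (Fig. 2E), the paper reasons that OE + EpEX and KE + EpEX iPSCs resemble OSKM iPSCs, and it states from the heat map (Fig. 2D) that iPSCs and ES cells have similar patterns.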

The DNA methylation state of *Oct4* promoter in iPSCs was similar to that in ESCs, while *Oct4* promoter was highly methylated in MEFs (Fig. 2F). Expression of Oct4, Sox2, Nanog, and SSEA1 (surface marker of mouse ES cells) in KE + EpEX, OE + EpEX iPSCs and mouse ES cells were comparable (Fig. 3A). Immunofluorescent staining revealed strong positive signals for Oct4, Sox2, Nanog, and SSEA1 in each iPSC group, comparable to those of mouse ESCs (Fig. 3B). Protein levels of Oct4, Sox2, and Nanog were similar in all iPSCs and mouse ESCs (Fig. 3C). OE + EpEX and KE + EpEX iPSCs expressed many pluripotent genes (see Figure legend of Fig. 3D) at levels equivalent to those in the mouse ES cell line (Fig. 3D). In addition, the loss of me3H3K27 (red) indicates the X chromosomes reactivation in iPSCs (Fig. 3E).

We examined the pluripotency of KE + EpEX and OE + EpEX iPSCs based on teratoma formation (Fig. 4A). We injected KE + EpEX and OE + EpEX iPSCs into 3.5 day-old blastocysts, and detected the GFP cassette in various organs of chimeras by genotyping (Fig. 4B). Germ-line transmission of the cassette was also confirmed by GFP positive signals within the gonadal ridge (13.5 day-old embryos) (Fig. 4C).

### EpEX/EpCAM-induced STAT3 signal during reprogramming

Phospho-kinase array revealed that EpEX significantly increased phosphorylated STAT proteins, phosphorylated β-catenin, and WNK lysine-deficient protein kinase 1 (WNK1) (Fig. 5A,B). Moreover, EpEX decreased the phosphorylation of p53, Ribosomal protein S6 kinase beta-1 (p70 S6 kinase), and ribosomal s6 kinase 1/2/3 (RSK1/2/3) (Fig. 5A,B). Western blotting revealed that EpEX significantly activates STAT3 (tyrosine 705) phosphorylation, with modest effects on phospho-STAT2, STAT5, and STAT6 (Fig. 5C).

The dose- and time-dependent effects of EpEX on STAT3 activation were examined by Western blotting. STAT3 phosphorylation (tyrosine 705) was significantly induced by EpEX within 5 minutes and gradually decreased after 4 hours (Fig. 5D). The optimal dose of EpEX for STAT3 activation is 0.5–5 μg/ml (Fig. 5E). Since LIF is known to maintain pluripotent embryonic stem cell (ESC) self-renewal via STAT3^26^, we also tested the effects of EpEX and/or LIF on STAT3 phosphorylation in MEFs. In the absence of LIF, EpEX can activate STAT3 phosphorylation to a level comparable to that of LIF stimulation (Fig. 5F). Co-incubation of EpEX and LIF significantly boosted STAT3 phosphorylation, indicating that EpEX can induce STAT3 phosphorylation in the absence of LIF, and these signals may differ from the LIF/LIF receptor signaling; therefore, EpEX and LIF have a significant synergistic effect on STAT3 activation (Fig. 5F). Moreover, we found the level of total STAT3 and phospho-STAT3 were increased in OE + EpEX, KE + EpEX, and OSKM reprogramming on days 3, 6, and 9, as compared to non-treated MEFs (Fig. 5G,H). Each group was maintained in iPSC medium without LIF. Thus, we demonstrated that EpEX or EpEX/EpCAM may promote reprogramming through STAT3 signaling. Following up on the finding that EpEX-induced STAT3 signaling and EpCAM/EpEX can help initiate reprogramming, we proceeded to examine whether EpCAM is critical for iPSC maintenance by knocking down EpCAM expression with two EpCAM shRNA clones in iPSCs. EpCAM depletion decreases Oct4, Nanog, Klf4, and phosphorylated STAT3, but not total STAT3 (Supplementary Fig. S2A). Thus, EpCAM is critical for maintaining the levels of pluripotent factors as well as STAT3 signaling. Moreover, WP1066, a STAT3 inhibitor, significantly suppressed expression of Oct4, Klf4, and Nanog, indicating that STAT3 is critical for pluripotency maintenance in iPSCs (Supplementary Fig. S2B). Taken together, EpEX promotes STAT3 activation in MEFs, and EpCAM promotes pluripotent gene expression via STAT3 activation.

### EpEX activates HIF2α via STAT3 during iPSC formation

HIF2α (hypoxia inducible factor 2α) supports Oct4 in mouse ESCs^27^ and enhances stemness by binding to Nanog promoter in human ESCs^28^. IL6-STAT3-HIF2α signaling contributes to angiogenesis in ovarian cancer^29^. HIF2α has been found to enhance the levels of Oct4, Sox2, and Nanog to maintain pluripotency^30^. In addition, EpCAM expression is required for HIF2α expression (Fig. 6A). Thus, we hypothesized that HIF2α may participate in EpEX-STAT3-mediated reprogramming. We have shown that EpEX induced nuclear translocation of HIF2α in fibroblasts (Fig. 6B,C) and that WP1066 (STAT3 inhibitor) abolished the EpEX-induced HIF2α nuclear translocation (Fig. 6D). We have confirmed that the underlying mechanism of WP1066 is through the detection of the inhibited STAT3 phosphorylation (Fig. 6D). These results suggested that EpEX-induced HIF2α nuclear translocation is regulated by STAT3. Furthermore, iPSCs did not form when OSKM, OE + EpEX, or KE + EpEX groups were treated with WP1066 or HIF2α shRNA (two clones, #1 and #2) (Fig. 6E).

Thus, STAT3 and HIF2α are crucial for both pluripotency regulation and maintenance in iPSCs. In addition, we detected the expression of pluripotent factors (Oct4, Sox2, Klf4, Nanog, EpCAM) during reprogramming (Supplementary Fig. S1), the expression of EpEX in conditioned medium, and the expression of EpCAM in cells at day 3, 6 and 9 (Supplementary Fig. S3). The results demonstrate the EpEX and EpCAM promote iPSC reprogramming through activation of STAT3 and translocation of HIF2α.

## Discussion

The study reveals that (i) EpCAM and EpEX increase the efficacy of iPSC generation, (ii) EpEX/EpCAM can form iPSCs with just one Yamanaka factor (Klf4 or Oct4), (iii) EpEX/EpCAM promotes iPSC formation through STAT3-HIF2α signaling. This is the first report to show that Yamanaka factors can be replaced by transmembrane protein, EpCAM, and its extracellular domain (EpEX).

EpCAM is essential for the expression of Oct4, Sox2, Klf4, c-Myc and SSEA-1, and alkaline phosphatase activity^20^,^31^. Here, we found that EpCAM and EpEX enhance iPSC formation efficiency, while inhibition of EpCAM down-regulates the expression of Oct4, Sox2, Klf4, c-Myc (Supplementary Fig. S2A). We are first to show that fibroblasts can be reprogrammed by a single Yamanaka factor (either Oct4 or Klf4) in combination with EpEX and EpCAM. This suggests that EpEX and EpCAM can replace the function of Sox2 and Oct4/Klf4 in reprogramming.

Previously, it has been shown that elevation of EpCAM expression enhances tumor sphere formation and tumor initiation^21^. In 2009, Maetzel *et al*. proposed the novel concept that activation of the EpCAM surface-to-nucleus signaling transduction pathway in cancer occurs through regulated intracellular proteolysis^32^. Upon proteolytic cleavage, the extracellular domain of EpCAM is cleaved by activated ADAM17 (TACE) to release soluble EpEX. Subsequently, EpICD is cut by γ-secretase. The increased release of EpEX enhances the production of EpICD and regulates the expression of reprogramming factors^21^. EpICD associates with β-catenin and cofactor FHL2 (four and a half LIM domain protein 2) to form a transcriptome complex that translocate into the nucleus to modulate the transcriptional activity of target genes, such as c-Myc and promote tumor progression^32^,^33^.

EpEX was recently identified as the secreted extracellular part of the transmembrane protein, EpCAM^32^. We previously showed that EpCAM is enriched in human ESCs and that EpICD binds to Yamanaka factor promoters^20^. Moreover, EpCAM overexpression promotes iPSC formation via inhibition of p53 and p21^4^. The function and signals of EpEX has never been reported in reprogramming or ESC renewal. We found that iPSCs can be formed by using EpCAM and EpEX, combined with one Yamanaka factor, Oct4 or Klf4 (Figs 2,3 and 4) and that EpEX increases the efficiency of iPSC formation (Fig. 1). This prompts us to suggest that EpEX and EpCAM may activate signaling to initiate reprogramming. Since iPSCs were not formed in the SE + EpEX group but did form in the OE + EpEX and KE + EpEX groups, we propose that EpEX/EpCAM cannot replace the functions of both Oct4 and Klf4, but can substitute for Sox2, or help increase Sox2 levels during reprogramming. Previously, it was reported that the STAT3 signal up-regulates Sox2 expression^34^, thus we hypothesize that EpEX/EpCAM may up-regulate Sox2 by activating STAT3.

It has been shown that a small molecule inhibitor with several defined factors can replace Oct4 and Sox2^35^,^36^,^37^. E-cadherin induces reprogramming with three Yamanaka factors (Sox2, Klf4, and c-Myc), without Oct4^38^. However, unlike EpCAM/EpEX, none of these signals can concurrently replace both Oct4 and Sox2, and reprogram fibroblasts with Klf4 alone. EpICD binds to Yamanaka factor promoters in human ESCs^20^, while EpEX triggers the production of EpICD as well as regulates the expression of reprogramming factors in colon cancer cells^20^,^21^,^32^; therefore, endogenous reprogramming factors may be up-regulated in OE + EpEX and KE + EpEX iPSCs. Soluble EpEX enhances the cleavage of EpEX and induces EpICD signaling in an autocrine or paracrine manner, and promotes tumor initiation and progression^21^. Moreover, we showed that the activity of TACE in iPSCs and mouse ESCs is highly induced compared to that of MEF (Supplementary Fig. S4A). Interestingly, we detected the activity of TACE in OSKM, OE + EpEX, KE + EpEX, OE + TACE, and KE + TACE groups, and found the effects of adding TACE to be similar to that of EpEX treatment during early induction of reprogramming on day 3 (Supplementary Fig. S4B). EpEX induces the phosphorylation and activation of TACE in MEFs (Supplementary Fig. S4C,D). In addition, we investigated whether treatment of MEFs with TACE can result in the shedding of EpEX and may have a similar effect for reprogramming. We transfected EpCAM with Oct4 or Klf4, and treated with TACE (5 ng/mL). Results showed that iPSCs did not form in OE + TACE, and KE + TACE groups on day 20 (Supplementary Fig. 7). Such result indicated that the treatment of TACE may lead to EpEX shedding. Such level of EpEX, however, is likely not sufficient for the triggering of reprogramming signals.

Furthermore, we found that EpEX induces STAT3 phosphorylation in MEFs, suggesting that EpEX may serve as a cytokine. Thus, we suppose that EpEX can activate receptors and may initiate reprogramming through the downstream signal transduction. We showed that EpEX can induce the phosphorylation of EGFR, PDGFR, HER2, and Axl by phospho-kinase array (Supplementary Fig. S5A,B). Recent study demonstrated that EGFR and PDGFR play important roles in reprogramming^39^,^40^, which is consistent with our previous results and may explain the efficacy of treatment of EpEX. In addition, we considered the concentration of EpEX, which we optimized in iPSC usage, to be much higher than that of the shedding of EpEX. Therefore, treatment of EpEX may enhance these signaling and drive the initiation of iPSC generation. Moreover, we supposed that since MEF does not expresses EpCAM endogenously, the efficacy of TACE treatment may not have influence on triggering the initiation processes in the beginning of reprogramming, while EpEX treatment may exert potent impact on the initiation of reprogramming through triggering and enhancing these signaling.

Alternatively, we confirmed the importance of EpICD during early induction of reprogramming and delivered EpICD-truncated EpCAM and Oct4 or Klf4 and alone with the treatment of EpEX in MEFs. The construction of EpICD-truncated EpCAM is confirmed by Western blotting (Supplementary Fig. S6). We did not observe the iPSC formation in the group of EpICD-truncated EpCAM with Oct4 or klf4 with EpEX treatment on Day 20 (Supplementary Fig. S7), which indicated the necessity of EpICD.

A few types of factors were identified to be able to substitute for Oct4 during reprogramming, such as GATA3, GATA6 and SOX7 (lineage specifiers of mesendoderm)^35^ or substitute for Sox2, ZNF521 (ectoderm specifier)^36^. Additionally, maternal transcription factor Glis1 and Nr5a2 can replace Oct4 for reprogramming^41^,^42^. E-cadherin has also been reported to induces reprogramming with three of the Yamanaka factors (Sox2, Klf4, and c-Myc), without the need for Oct4^38^. Interestingly, E-cadherin and other cell-adhesion molecules also have functional roles in the mesenchymal to epithelial transition (MET)^43^,^44^, which is crucial for iPSC reprogramming. However, with the exception of EpCAM and EpEX, none of these can concurrently replace Oct4 and Sox2 signals and reprogram fibroblast with only Klf4. We also proposed that EpCAM/EpEX is not sufficient to replace both Oct4 and Klf4 and that it may act as an ectoderm driver due to the failure of iPSC formation in SE + EpEX group. Another hypothesis is that EpEX and EpCAM promote iPSC formation through other routes. For example, EpCAM is expressed in epithelial cells^18^. Thus, it will be interesting to determine if EpCAM and EpEX promote MET to facilitate iPSC formation. Here, we describe a novel pathway: EpEX/EpCAM/STAT3/HIF2α signaling. STAT3 signaling is critical for mouse ESCs and naïve pluripotent stem cells, and is activated by LIF^26^; EpEX induces STAT3 phosphorylation in MEF in the absence of LIF (Fig. 5C–E). The addition of both EpEX and LIF synergistically increase phospho-STAT3, as compared to cells treated with only EpEX or LIF (Fig. 5F). Total and phosphorylated STAT3 were up-regulated during early induction of reprogramming by EpEX in the absence of LIF (Fig. 5G,H).

HIF2α also mediates pluripotency by forming a complex with Oct4 and by enhancing its activity^45^. Therefore, EpEX may induce the nuclear-translocation of HIF2α and promote the expressions of target genes. Interestingly, nuclear HIF2α expression requires EpEX and STAT3 (Fig. 6A–D). HIF2α interacts with a glycolytic enzyme, pyruvate kinase isozyme M2 (PKM2), to promote Oct4 transcription^28^. PKM2 overexpression enhances Oct4 levels and supports self-renewal in the absence of LIF in ESCs^46^. Thus, EpEX may also activate PKM2/HIF2α, whereby up-regulating Oct4. Additionally, EpICD is critical for pluripotency and self-renewal in human ESCs^20^. We will determine whether EpEX promotes EpICD signaling and whether EpICD associates with HIF2α and STAT3 to form a transcription interactome to promote reprogramming.

In conclusion, our results demonstrate that EpCAM/EpEX activates the STAT3-HIF2α complex in iPSC reprogramming. EpEX is particularly advantageous in iPSC generation since it reduces the risk of insertional mutagenesis. Such findings provide a new strategy for iPSC formation and may contribute to future regenerative medicine techniques.

## Methods

### Feeder cell isolation

For MEF isolation, we isolated uteri from mice on day 13.5 of pregnancy. The head, feet, tail, and organs of the fetuses were removed. The remaining bodies were washed in fresh PBS (contain 1% v/v penicillin-streptomycin), minced with scissors, and incubated with 0.5% Trypsin-EDTA at 37 °C for 20 min. Cells were collected by centrifugation (200 g for 5 min at 4 °C) and resuspended in fresh media. Cells were cultured on 100 mm dishes at 37 °C with 5% CO_2_.

### Plasmid construction

PB-TET-OSKM was purchased from Addgene (20959; Addgene, Cambridge, MA, USA). The OSKM segment of PB-TET-OSKM was removed using PCR-based gene deletion^41^, and Oct4, Sox2, Klf4, or EpCAM were then inserted respectively into the PB-TET backbone by restriction enzyme cloning. Each construct was confirmed by DNA sequencing. The N-terminal 289 amino acid extracellular region and transmembrane domain of mouse EpCAM was amplified by Polymerase chain reaction (PCR) and subcloned into pcDNA3.1/V5-His A and PB-TET expression vector. The HIF-2α respective DNA fragments were amplified by using HIF-2α cDNA (GenScript) as a template. The HIF-2α PCR fragments were flanked by a KpnI and XhoI restriction site, cleaved with KpnI/XhoI, and then cloned into the corresponding sites of the pcDNA3.1/V5-His A expression vector (Invitrogen).

### iPSC generation

The iPSC generation was performed as described^47^. In brief, MEFs with Oct4 promoter driven GFP were isolated from E13.5 mice (B6.Cg-Gt (ROSA) 26Sortm1 (rtTA*M2) Jae/J; B6.129S4-POU5f1tm2Jae/J) (Jackson Lab) were used to generate iPSCs. We used MEFs within four passages and cultured with high-glucose DMEM, 10% FBS (Invitrogen), 1 mM L-glutamine (Invitrogen), 10 mM nonessential amino acids (Invitrogen), 10 mM penicillin/streptomycin (Invitrogen), and 10 mM HEPES (Invitrogen). Oct4-GFP MEFs (1 × 10^6^) were nucleofected with 2.5 μg of *PiggyBac* helper plasmids and 2.5 μg of PB-TET-OSKM (20959; Addgene)^41^, or with different combinations of PB-TET-Oct4, PB-TET-Sox2, PB-TET-Klf4, or PB-TET-EpCAM (listed in Tables 1 and 2). After 24 h, 1.5 μg/ml doxycycline was added to induce the expression of reprogramming factors for the entire course of reprogramming. The culture medium was first changed 48 h after nucleofection; followed by daily change until the formation of visible colonies strongly expressing GFP (usually after 21 d). To estimate the reprogramming efficiency, we counted the number of GFP positive colonies (Oct4 positive) and divided them by the numbers of seeding cells (20000 cells/well). Wild type MEFs were isolated from C57BL/6 J mice at embryonic day 13.5 (E13.5) and were treated with mitomycin C (10 μg/mL) (MDBio, Inc. Taipei, Taiwan). The mouse iPSC and ESC medium consisted of Dulbecco’s modified Eagle’s medium/F-12 (DMEM/F12, Invitrogen, Carlsbad, CA, USA) with 20% knockOut serum replacement (Invitrogen), 1 μM LIF (Millipore, Billerica, MA, USA), 1 mM β-mercaptoethanol (Sigma-Aldrich, St. Louis, MO, USA), 10 mM nonessential amino acids (Invitrogen), and 1 mM L-glutamine (Invitrogen). After 24 h, doxycycline (1.5 μg/mL) (Sigma-Aldrich) was added to induce the expression of reprogramming factors for 21 days. The culture medium was changed daily after nucleo-transfection.

### Alkaline phosphatase assay

Alkaline phosphatase staining was performed according to the manufacturer’s recommendations (System Biosciences, SBI; AP100 R-1). Briefly, cells were fixed in 4% paraformaldehyde (PFA) for 5 min, and then washed with PBS. Cells were stained with staining solution for at least 1 min, and the results were observed under a reflected-light microscope (Axio Scope Vario HAL 100, Carl Zeiss, Inc, Jena, Germany). Images were captured using a ZEISS cool SNAP camera (Carl Zeiss, Inc).

### Quantitative real time RT-PCR

Total RNA was extracted using TRI reagent (Invitrogen, CA, USA), and 5 μg of total RNA were reverse transcribed into cDNA using oligo (dT) primer (Fermentas, Glen Burnie, MD, USA) with SuperScript III reverse transcriptase (Invitrogen). With the cDNA, quantitative real time RT-PCR (QRT-PCR) was performed using the Light Cycler® 480 SYBR Green I Master kit (Roche Applied Science, Indianapolis, IN) and the LightCycler480 System (Roche Applied Science). The gene expression levels of each sample were normalized to the expression levels of glyceraldehyde 3-phosphate dehydrogenase (GAPDH).

Primers are listed as follows: Oct4, forward: 5′-TCTTTCCACCAGGCCCCCGGCTC-3′; reverse: 5′-TGCGGG CGGACATGGGGAGATCC-3′; Sox2, forward: 5′-GGTTACCTCTTCCTCCCA CTCCAG-3′; reverse: 5′-TCACATGTGCGACAGGGGCAG-3′; KLF4, forward: 5′- GCGAACTCACACAGGCGAGAAACC-3′; reverse: 5′-TCGCTTCCTCTTCCT CCGACACA-3′; c-Myc, forward: 5′-TGACCTAACTCGAGGAGGAGCTGGAATC -3′; reverse: 5′-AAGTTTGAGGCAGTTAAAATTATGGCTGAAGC-3′; Nanog, forward: 5′-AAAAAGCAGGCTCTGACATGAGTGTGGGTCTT-3′; reverse: 5′- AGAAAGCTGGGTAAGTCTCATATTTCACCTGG-3′; Sall4, forward: 5′-CAC CATGTCGAGGCGCAAGCAGGCGAAGCC-3′; reverse: 5′-TTAGCTGACAGC AATCTTATTTTCCTCCAG-3′; Dnmt3, forward: 5′-AAAAAGCAGGCTCAA TGGGTTCCCGGGAGACA-3′; reverse: 5′-AGAAAGCTGGGTCCTGGTTCT AGGAAAGACTT-3′; Dppa5, forward: 5′-AAAAAGCAGGCTGGA TGATGGTGACCCTCG TG-3′; reverse: 5′-AGAAAGCTGGGTCTGCATCCAGGT CGGAGAC-3′; DAX1, forward: 5′-TGCTGCGGTCCAGGCCATCAAGAG-3′; reverse: 5′-GGGCACTGTTCAGTTCAGCGGATC-3′; ZFP296, forward: 5′-CCA TTAGGGGCCATCATCGCTTTC-3′; reverse: 5′-CACTGC TCACTGGAGGGGGCTTGC-3′; UTF1, forward: 5′-GGATGTCCCGGTGAC TACGTCTG-3′; reverse: 5′-GGCGGATCTGGTTATCGAAGGGT-3′; CRIPTO, forward: 5′-ATGGACGCAACTGTGAACATGATGTTCGCA-3′; reverse: 5′-CTTTGAGGTCCTGGTCCATCACGTGACCAT-3′; REX, forward: 5′-ACG AGTGGCAGTTTCTTCTTGGGA-3′; reverse: 5′-TATGACTCACTTCCA GGGGGCACT-3′.

### Western blot analysis and Phospho-Kinase Array

Western blotting was performed as previously described^48^. Cells were lysed in lysis buffer (150 mM NaCl, 50 mM Tris-HCl (pH 7.4), 1% Nonidet P-40) containing a protease inhibitor mixture (Roche Applied Science). Nuclear fraction and cytoplasmic fraction were separated by Nuclear/Cytosol Fractionation Kit according to the manufacturer’s instructions (BioVision Inc., Milpitas, CA, USA). Protein samples were separated by SDS-PAGE under denaturing conditions, and transferred to a PVDF membrane (Millipore). PVDF membranes were incubated with primary antibodies includes anti-Oct4 monoclonal antibody (ab107156, Abcam, Oxford, UK), anti-Sox2 monoclonal antibody (ab107156, Abcam), and anti-Nanog antibody (ab107156, Abcam), anti-phopho-STAT3 monoclonal antibody (ab94768, Abcam), anti-HIF2α antibody (NB100-122, Novus Biologicals, Cambridge, UK), anti-STAT3 (Catalog No. 9139, Cell Signaling Technologies), anti-EpEX (G8.8, eBioscience), anti-EpICD (E144, Abcam) anti-α-tubulin (1:5000; Sigma-Aldrich) and anti-GAPDH antibody (GeneTex, Irvine, CA, USA). Tubulin and GAPDH are the loading controls. Membranes were washed three times, and then incubated with horseradish peroxidase (HRP)-conjugated goat anti-mouse or anti-rabbit IgG (1:5000; Jackson ImmunoResearch, USA) for one hour. Finally, membranes were washed three more times, and subsequently developed using Chemiluminescence Reagent Plus (Thermo Fisher Scientific, Runcorn, UK). The Phospho-Kinase Array Kit (Proteome Profiler Antibody Array, R&D Systems) was used according to the manufacturer’s instructions.

### DNA microarray

Total RNA from ES cells, iPSCs, or MEFs were isolated using RNeasy® Plus Mini Kit (QIAGEN). RNA templates were then reverse-transcribed to cDNA and labeled with Cy3. Samples were hybridized to a mouse expression array 430 (51100, Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s protocol. Arrays were scanned with a Microarray Scanner System. Data were analyzed using GeneSpring GX software (Agilent, Santa Clara, CA, USA).

### Flow cytometry analysis

Cells were dissociated with 0.25% trypsin-EDTA (1 mM) (Invitrogen) for 3 min, washed with fluorescence-activated cell sorting buffer (FACS buffer, PBS containing 1% fetal bovine serum), fixed in 4% PFA, and then permeabilized with 0.1% Triton X-100 in PBS. Subsequently, cells were stained with Oct4, Sox2, Nanog, and SSEA1 antibodies (1:100) (ab107156, Abcam, UK), washed and suspended in FACS buffer, and incubated with secondary antibody (1:200; Jackson ImmunoResearch) for 60 min at room temperature. Flow cytometry analysis was performed with a BD FACSCanto II flow cytometer (BD Biosciences, CA, USA).

### Immunofluorescence staining

Feeder MEFs were seeded first onto Millicell EZ slides (Millipore), followed by iPSCs or ESCs. Cells were washed, fixed in 4% PFA for 10 min, and then permeabilized with 0.1% Triton X-100 for 10 min. For detection of SSEA1, a surface marker of iPSCs/ESCs, the cells were not permeabilized. Nonspecific binding sites on the cells were blocked with blocking buffer (1% BSA in PBS). Cells were stained with antibodies against Oct4, Sox2, Nanog, SSEA1 (1:100) (ab107156, Abcam), HIF2α (1:200) (NB100-122, Novus), me3H3k27 (1:200) (ab6147, Abcam) respectively for 60 min at RT, and then washed with PBS. Then the slides were incubated with goat anti-rabbit antibody conjugated with Alexa Fluor 568 (1:250; Invitrogen) for 1 h. After washing, the nuclear were stained with 4′, 6-diamidino-2-phenylindole (DAPI) (1:1000) (Invitrogen). Cells were observed under confocal microscopy (TCS SP5; Leica, Wetzlar, Germany).

### Teratoma formation and histological analysis

The mice were supplied with sterile water and rodent pellets under the control of the animal facility of the Institution of Cellular and Organismic Biology, Academia Sinica, Taiwan. All procedures were approved by the Institutional Animal Care and Use Committee of Academia Sinica (AS IACUC). Protocol ID: 11-04-166.

The iPSCs (5 × 10^6^) were suspended in DMEM containing 10% FBS, and was injected subcutaneously into the dorsal flank of nude mice. Four weeks after the injection, tumors were surgically dissected from the mice. Samples were fixed in PBS containing 4% PFA, and embedded in paraffin. Sections were stained with hematoxylin and eosin.

### Chimeric mouse production and examination

The mice were supplied with sterile water and rodent pellets under the control of the animal facility of the Institution of Cellular and Organismic Biology, Academia Sinica, Taiwan. All procedures were approved by the Institutional Animal Care and Use Committee of Academia Sinica (AS IACUC). Protocol ID: 11-04-166.

The iPSCs were injected into 3.5 day-old blastocysts by the Transgenic Mouse Model Core Facility of Academia Sinica (Taiwan). For genotyping of the chimera, genomic DNA was extracted using a DNA extraction kit according to the manufacturer’s recommendations (QIAGEN, Valencia, CA, USA). The following primers were used: GFP, forward: 5′-ACGTAAACGGCCACAAGTTC-3′; reverse: 5′-GACTGGGTGCTCAGGTAGTG-3′; GAPDH, forward: 5′-AAGTCGCAGGAGACAACCTG-3′; reverse: 5′-CGTGCAGGACCTCACTCATT-3′. The urogenital ridge region of 13.5 day-old embryos was dissected under anatomical microscopy, and the tissues were mounted. The region was observed under a reflected-light microscope Axio Scope Vario HAL 100 (Carl Zeiss, Inc), and recorded with a ZEISS CoolSNAP camera (Carl Zeiss, Inc) controlled by MetaMorph software (Universal imaging Corporation, PA, USA).

### Bisulfite pyrosequencing

Genomic DNA (1 μg) was isolated using a QIAquick column and be bisulfite converted with a Bisulfite FAST modification kit according to the manufacturer’s instructions (QIAGEN). The promoter regions of mouse *Oct4* were amplified by methylation PCR, and the PCR products were detected by pyrosequencing (Genomics Inc, Taipei, Taiwan). Three groups of biotinylated primers were designed to detect the methylation level at regions on Oct4 promoter. Primers are listed as follows: Assay 1, forward primer: 5′-GGTGGAGGAAGTAGATAATAATGAGAAT-3′; reverse primer (biotinylated): biotin-ACACTTCAAAAACATAATCTCCAAACTC-3′; sequencing primer: 5′-AATAATGAGAATTTTTAGGAGATA-3′. Assay 2, forward primer: 5′-AGAATAGTGTGAGGTGGAGTTTG-3′; reverse primer (biotinylated): biotin-ACCATACTCCAACCACATCCTTCTCTAA-3′; sequencing primer: 5′-AGT TTGGAGATTATGTTTTTG-3′. Assay 3, forward primer: 5′-TAATTAGTTTGG GTTAGAGAAGGATGT-3′; reverse primer (biotinylated): biotin-CCCCCCCTAAAAAAAATATCCCTATAAC-3′; sequencing primer: 5′- GTT AGAGAAGGATGTGG -3′.

### Co-Immunoprecipitation

HEK 293 T cells were co-transfected with HIF2α-V5 and STAT3-Flag expression plasmids using PolyJet DNA Transfection Reagent (SignaGen Laboratories, Ijamsville, MD, USA) and lysed in lysis buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% NP-40) supplemented with protease (Roche). For IP, cell lysates were subjected to incubate with the indicated antibodies overnight at 4 °C. Then, 20 μl of Dynabeads® Protein G (Life Technologies, Inc.) was added and incubated for 2 hr at 4 °C to pull down the antibody-bound protein. The IP samples were washed with lysis buffer five times, denatured in SDS sample buffer, and analyzed by immunoblotting (IB) analysis.

### TACE activity

The ADAM17 activity was measured using the InnoZyme ADAM17 activity kit (Calbiochem). In brief, the cell lysate was harvested and the lysate of each group were loaded into the TACE antibody-coated plated. After 1h-incubation, the lysate was removed and the plate was washed twice. Substrate was added into each well for 5 h at 37 °C. After incubation, the fluorescence of reaction was detected at excitation and emission wavelengths of 324 nm and 405 nm.

### shRNA transduction

For knockdown experiments, mouse EpCAM and luciferase shRNAs were obtained from RNAi core facility (Taipei, Taiwan) (EpCAM shRNA clone #1, 5′-CCTGGTTATATCTACAAGGAA-3′; EpCAM shRNA clone #2, 5′-CTCTGAATGAATATGGTGAAT-3′; Luciferase shRNA clone 5′-CTTCGAAATGTCCGTTCGGTT-3′; HIF2α shRNA clone #1, 5′-CGACAGAATCTTGGAACTGAT-3′; HIF2α shRNA clone #2, 5′-GCCTCATGTCTCCATGTTCAA-3′. The shRNAs were transfected with helper DNA into 293 T cells to generate lentivirus. Cells were selected with 2 μg/mL of puromycin 16 h post-infection.

### Statistical analysis

All data are presented as mean ± SEM for the indicated number of experiments. Unpaired Student’s *t*-test was performed to calculate the statistical significance of the expression percentages versus those of control cultures. A *p*-value of less than 0.05 was considered statistically significant.

## Additional Information

**Accession codes**: The raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE71255.

**How to cite this article**: Kuan, I.-I. *et al*. EpEX/EpCAM and Oct4 or Klf4 alone are sufficient to generate induced pluripotent stem cells through STAT3 and HIF2a. *Sci. Rep.* **7**, 41852; doi: 10.1038/srep41852 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
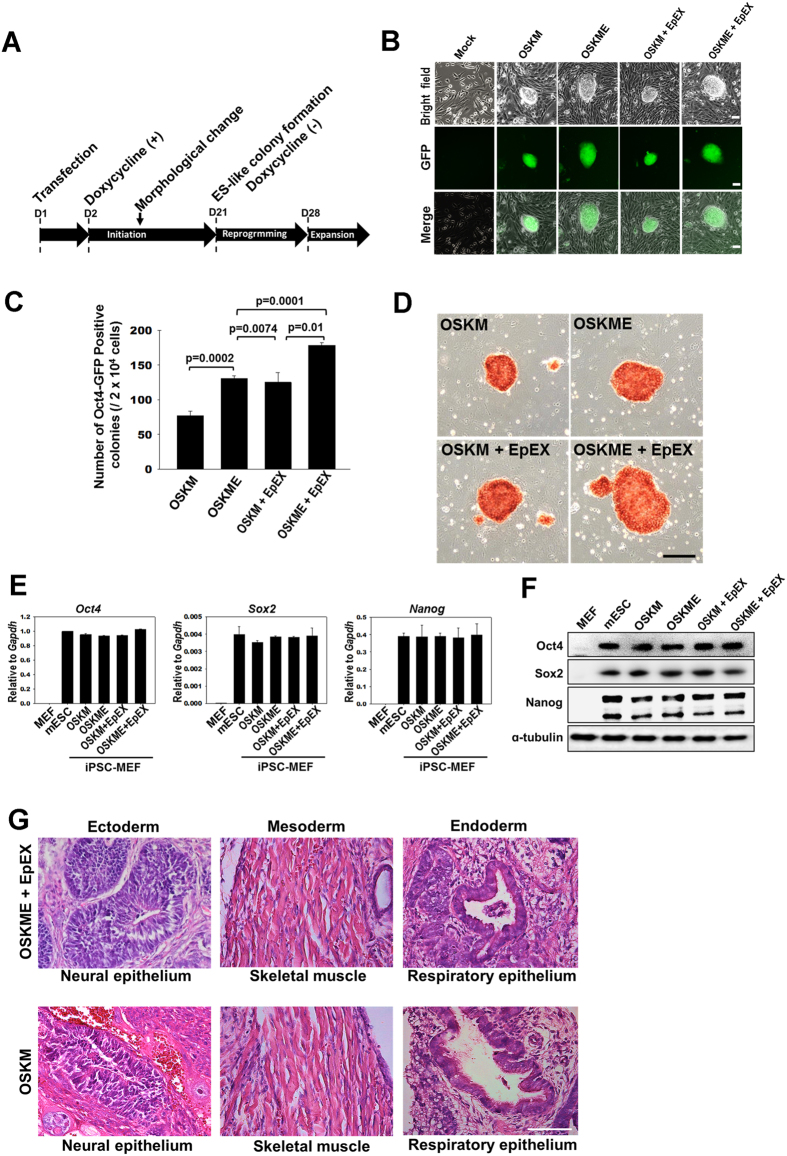
EpEX and/or EpCAM promote the reprogramming of Oct4-GFP mouse embryonic fibroblasts (MEFs) into iPSCs. (**A**) The time line of iPSC induction. The expression of exogenous reprogramming genes was induced by doxycycline from day 2–21. After induction, GFP-positive colonies were formed with either OSKM (O: Oct4; S: Sox2; K: Klf4; M: c-Myc) or OSKME (OSKM + EpCAM; E: EpCAM), with or without EpEX (soluble extracellular domain of EpCAM) treatment. (**B**) Fluorescence microscopy was used to reveal Oct4 expression in Oct-GFP iPSC colonies on day 25. Scale bar: 50 μm. (**C**) The formations of Oct4-GFP iPSCs was evaluated by examining colony numbers on day 25 under fluorescence microscopy. (**D**) Alkaline phosphatase staining was performed to examine undifferentiated iPSCs. Scale bar: 50 μm. (**E**) Expression of pluripotency genes in iPSCs. Q-PCR analysis was used to show that iPSCs express the endogenous pluripotency genes *Oct4, Sox2*, and *Nanog*. Parental MEFs were used as a control (n = 3). (**F**) Western blot analysis was performed to reveal that the iPSCs express Oct4, Sox2, and Nanog protein (n = 3). (**G**) The pluripotency of iPSCs was examined by teratoma formation. Mice were injected with OSKM and OSKME + EpEX iPSCs (n = 3). Scale bar: 50 μm.

**Figure 2:**
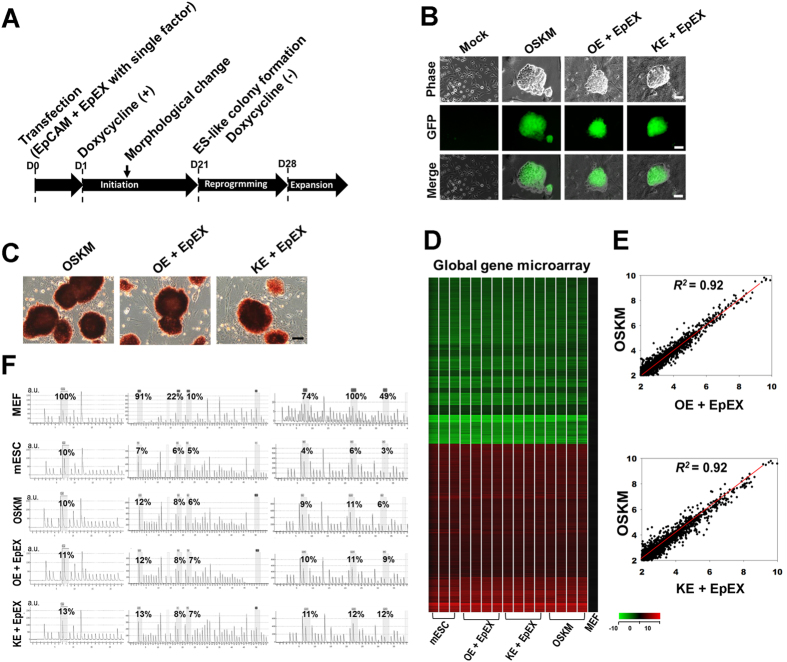
EpEX and EpCAM in combination with only Klf4 or Oct4 are sufficient to reprogram MEFs into iPSCs. (**A**) Protocol for iPSC generation. (**B**) Fluorescence microscopy was used to visualize iPSC colonies transfected with Oct4 or Klf4 and EpCAM, with or without EpEX treatment (1 μg/mL). The OSKM group served as a positive control. Scale bar: 50 μm. (**C**) Alkaline phosphatase staining was performed to examine the stemness status of iPSCs. Scale bar: 50 μm. (**D**) RNA microarray analysis of the global gene profile of iPSCs of the OSKM, OE + EpEX, and KE + EpEX groups. Three different clones from mouse ES cells (mESCs) (n = 3), four different clones from each iPSC group (n = 4). Parental MEFs were used as a control. The heat map indicates the global gene expression pattern for each group. (**E**) Scatter plot comparing global gene expression profiles of iPSCs generated by OSKM and OE + EpEX or KE + EpEX. (**F**) DNA methylation status of the Oct4 promoter. Disulfide conversion and pyrosequencing were performed to detect DNA methylation of the Oct4 promoter in the indicated groups. The percentage represents the methylation level at the indicated position.

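MEF arrays differed from iPSC arrays by a median root mean square log2 difference of 1.39 for OE + EpEX, 1.36 for KE + EpEX and 1.45 for OSKM. Compared with MEFs, limma counted 10860 probe sets in OE + EpEX iPSCs (5769 higher, 5091 lower), 10696 in KE + EpEX iPSCs (5490 higher, 5206 lower), 11254 in OSKM iPSCs (5805 higher, 5449 lower) and 11217 in mESCs (6016 higher, 5201 lower). Quantile normalization, which makes the spread of all arrays equal, changed these counts by the largest ratio, to 2326, 1916, 4018 and 3466. Without a fold threshold they were 20733, 20116, 20934 and 20096. The SD of the deposited values over an array ranged from 0.193 (OSKM clone 2) to 1.39 (MEF sample 3). In centred values this spread includes how far an array lies from the median of each probe set. Making the spread equal therefore also removes such differences.

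MEF samples 2 and 3 differed by 0.236, while sample 1 differed from them by 0.864 and 0.883. The authors' lists hold 477 probe sets at least 10-fold higher and 471 at least 10-fold lower than the MEF mean in all 15 other arrays. Recomputed from the deposited values, 477 and 485 probe sets met this limit, of which 477 and 471 were in the lists. With MEF sample 1 alone as the reference, 309 and 155 of the listed probe sets met it. With sample 2 alone 456 and 451 did, and with sample 3 alone 458 and 451.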

**Figure 3:**
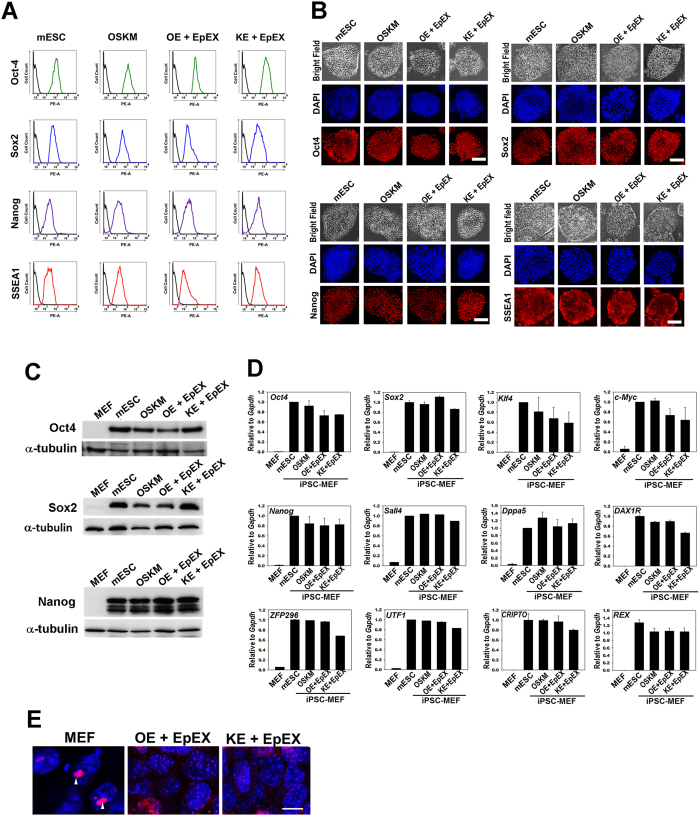
Characterization of iPSCs *in vitro*. (**A**) Flow cytometry was performed to detect Oct4, Sox2, Nanog, and SSEA1 (n = 3). (**B**) Immunofluorescent staining was performed for the detection of Oct4, Sox2, Nanog, and SSEA1 by confocal microscopy (n = 3). Scale bar: 50 μm. (**C**) Western blotting for the detection of Oct4, Sox2, and Nanog (n = 3). (**D**) Q-PCR analysis (n = 3). Q-PCR analysis was used to show that the iPSCs express endogenous pluripotency genes, including *Oct4, Sox2, Klf4, c-Myc, Nanog*, Spalt-Like Transcription Factor 4 (*Sall4*), dosage-sensitive sex reversal, adrenal hypoplasia critical region, on chromosome X, gene 1 (*DAXR1*), developmental pluripotency-associated 5 (*Dppa5*), zinc finger protein (*ZFP*), undifferentiated embryonic cell transcription factor (*UTF*), cysteine-rich PDZ-binding protein (*CRIPTO*), reduced expression (*REX*). The parental MEF group was used as a control. (**E**) me3H3K27 immunostaining of MEFs and iPSCs. Red color indicates the staining of me3H3k27. Blue color indicates the DAPI staining. Scale bar: 10 μm.

**Figure 4:**
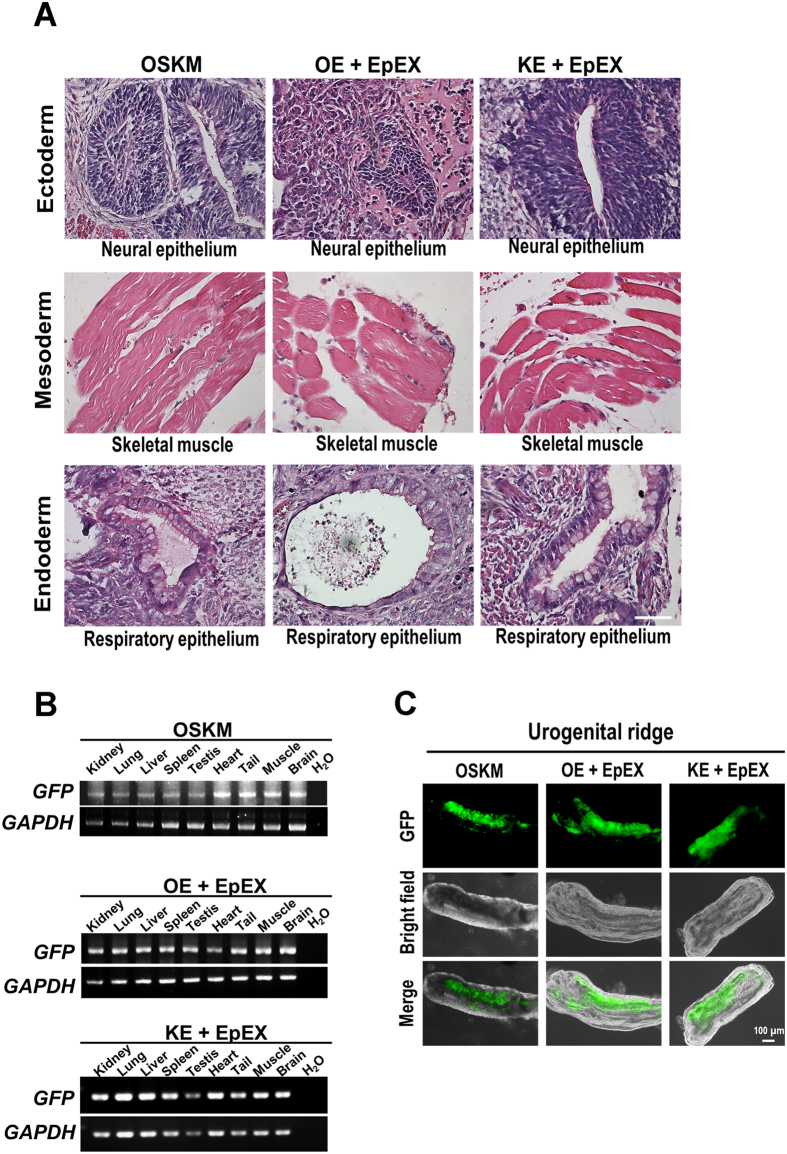
Characterization of iPSCs *in vivo.* (**A**) Teratoma formation (n = 3). Three germ layers (ectoderm, endoderm, and mesoderm) were detected in all iPSCs. Scale bar: 50 μm. (**B**) Genotyping of chimeras. Single iPSC clones were picked and amplified for each group. We injected 6–11 iPSCs into a 3.5 day-old blastocyst (n = 3). The GFP signals represent chimerism in multiple tissues. (**C**) The urogenital ridge in 13.5 day embryos was observed under fluorescence microscopy. Oct4 signals from iPSCs were detected in the urogenital ridge (n = 3).

**Figure 5:**
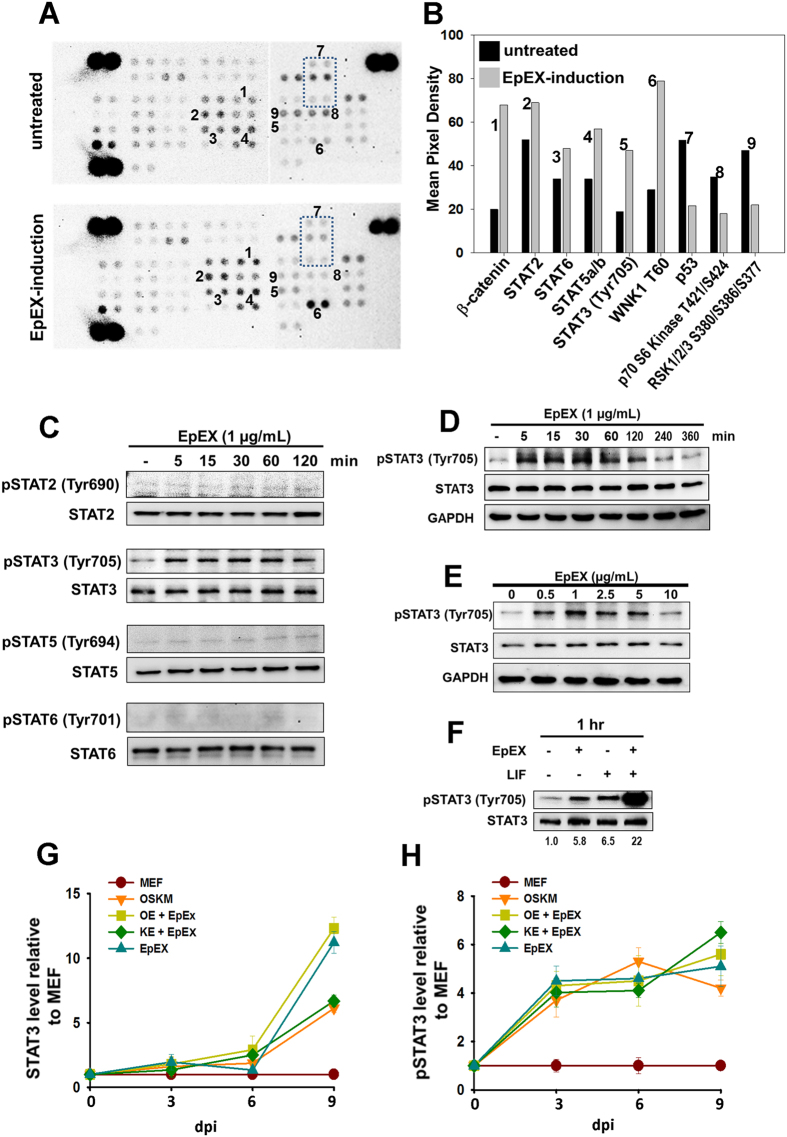
EpEX/EpCAM-mediated iPSC reprogramming through STAT3 signal. (**A**) The phospho-kinase array detects phosphorylated proteins in untreated and EpEX-treated MEFs. (**B**) Quantification by mean pixel density revealed that six phosphorylated proteins are regulated by EpEX. (**C**) MEFs are stimulated by EpEX in a time-dependent manner. MEFs were treated by EpEX (1 μg/mL) for 5, 15, 30, 60, or 120 min. After treatment, cells were harvested, and phosphorylation of STAT proteins was detected by Western blotting (n = 3). (**D**,**E**) MEFs were stimulated by EpEX in dose- and time-dependent manners. MEFs were treated with EpEX at concentrations of 0, 0.5, 1, 2.5, 5, 10 μg/mL for 15 min, or with EpEX (1 μg/mL) for 5, 15, 30, 60, 120, 240, 360 min. After treatment, cells were harvested, and the phosphorylation of STAT3 was detected by Western blotting (n = 3). (**F**) MEFs were stimulated with EpEX (1 μg/mL) and/or LIF (1 μM) for 1 h. The phosphorylation of STAT3 (Tyr 705) was examined by Western blotting (n = 3). (G and H) MEFs were transfected with OSKM, OE, and KE, and treated with EpEX. After transfection, cells in each group (including control MEFs) were stimulated with doxycycline (1.5 μg/mL) in iPSC medium (DMEM/F12 with stem cell knockout serum, without LIF) and harvested on days 3, 6, or 9. STAT3 and phopho-STAT3 protein expression was detected by Western blotting (n = 3). Kinetic expression was shown after quantification.

**Figure 6:**
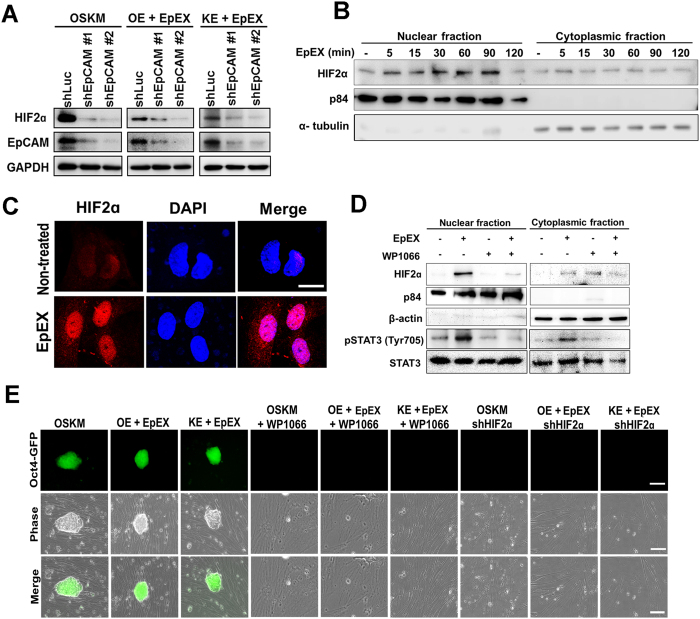
EpEX and EpCAM activate a STAT3-HIF2α signal for EpEX/EpCAM-mediated iPSC formation. (**A**) iPSCs were infected with two different EpCAM shRNAs (two clones, #1 and #2). The protein expressions of EpCAM and HIF2α were detected by Western blotting. (**B**) MEFs were stimulated by EpEX (1 μg/mL) at the indicated times. Nuclear-translocation was detected with a specific antibody against HIF2α (n = 3). (**C**) Immunofluorescence staining was performed to detect subcellular localization of HIF2α. Nuclei were stained with DAPI. Scale bar: 10 μm. (**D**) MEFs were treated with STAT3 inhibitor (WP1066, 10 μM), and then stimulated with EpEX for 30 min. The nuclear-translocation of HIF2α was detected by Western blotting with anti-HIF2α antibody (n = 3). (**E**) iPSC morphology was observed at day 20 after induction. Reprogramming of Oct4-GFP MEFs was induced by transfection of OSKM, OE + EpEX, and KE + EpEX with or without STAT3 inhibitor WP1066, or HIF2α shRNA (n = 3). Scale bar: 50 μm.

**Table 1:** EpEX and/or EpCAM promote OSKM-mediated reprogramming in Oct4-GFP MEFs on day 25 (n = 9).

Groups	Colony number (50000 cells/well)	Efficiency (%)
OSKM	77.2 ± 6.2	0.15
OSKME	130.5 ± 3.9	0.26
OSKM + EpEX	125.0 ± 14.0	0.25
OSKME + EpEX	178.3 ± 3.6	0.36

**Table 2:** EpCAM and EpEX are sufficient to generate iPSCs with Oct4 or Klf4 in Oct4-GFP MEFs on day 25 (n = 9).

Groups	Colony number (20000 cells/well)	Efficiency (%)
O	0	0
S	0	0
K	0	0
OE	0	0
SE	0	0
KE	0	0
O + EpEX	0	0
S + EpEX	0	0
K + EpEX	0	0
EpEX	0	0
OE + EpEX	9.3 ± 2.0	0.05
SE + EpEX	0	0
KE + EpEX	5.3 ± 1.0	0.03
E + EpEX	0	0
OSKM	36.8 ± 5.0	0.18

# Supplementary material for: EpEX/EpCAM and Oct4 or Klf4 alone are sufficient to generate induced pluripotent stem cells through STAT3 and HIF2α
**Source:** Sci Rep. 2017 Feb 3;7:41852. doi: 10.1038/srep41852
**Supplement:** Supplementary Information

## Supplementary information

### **EpEX/EpCAM and Oct4 or Klf4 alone are sufficient to generate induced pluripotent stem cells through STAT3 and HIF2 $\alpha$**

I-I Kuan<sup>1,2</sup>, Kang-Hao Liang<sup>1</sup>, Yi-Ping Wang<sup>1,3</sup>, Ting-Wen Kuo<sup>1,4</sup>, Yaa-Jyuhn James Meir<sup>5</sup>, Sareina Chiung-Yuan Wu<sup>5</sup>, Shang-Chih Yang<sup>6</sup>, Jean Lu<sup>6\*</sup> and Han-Chung Wu<sup>1,6\*</sup>

Dr. Han-Chung Wu

Institute of Cellular and Organismic Biology, Academia Sinica

Dr. Jean Lu

Genomics Research Center, Academia Sinica

**Supplementary Figure S1**

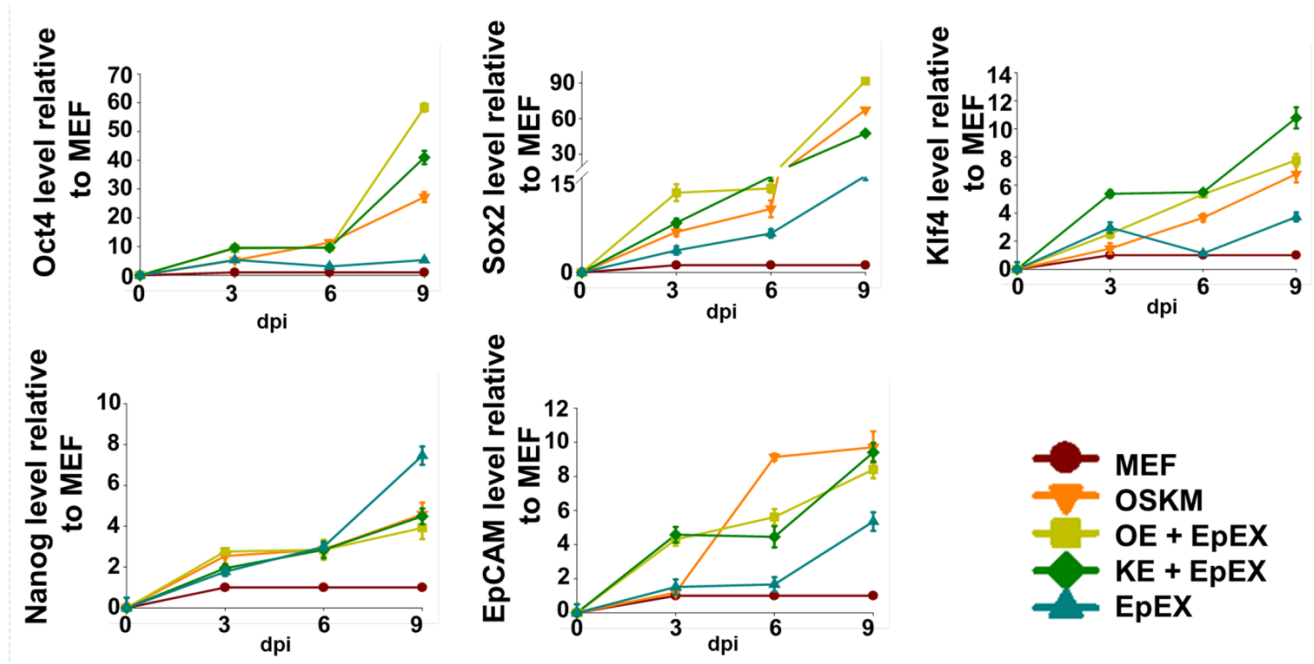

**Supplementary figure S1.** The kinetic levels of pluripotency factors during reprogramming. MEFs were transfected with OSKM, OE, KE and treated with EpEX, after transfection, cells were stimulated with doxycycline (1.5  $\mu\text{g/mL}$ ) and cells were harvested on day 3, 6, 9. Pluripotent factors (Oct4, Sox2, Klf4, Nanog, EpCAM) were detected by Western blotting (n = 3).

## Supplementary Figure S2

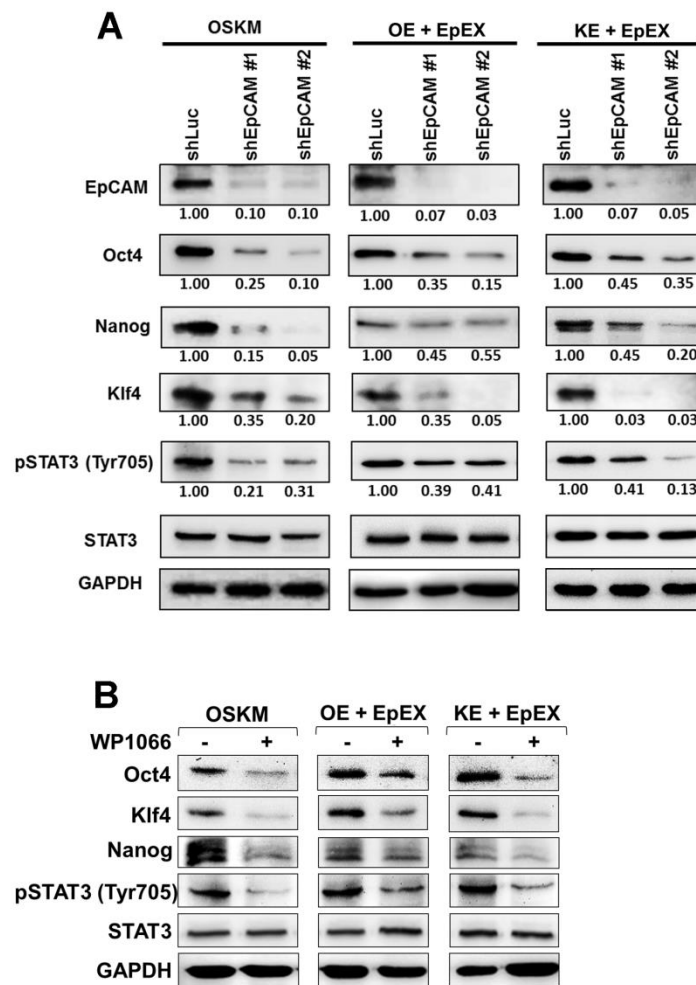

**Supplementary figure S2.** EpCAM and STAT3 play critical roles in pluripotency maintenance and formation of iPSCs, and iPSCs formation was abolished by inhibition of EpCAM and STAT3. (A) iPSCs were knocked down by EpCAM shRNA (two clones, #1 and #2) and the protein level of EpCAM and pluripotent factors (Oct4, Nanog, Klf4) were detected by Western blotting. In addition, the protein expression of STAT3 and phospho-STAT3 were detected by Western blotting (n = 3). (B) iPSCs were treated by a STAT3 inhibitor, WP1066 (10  $\mu$ M) for 24 h. Cells were harvested

and the protein level of pluripotent factors (Oct4, Klf4, Nanog) were detected by Western blotting. In addition, the protein expression of STAT3 and phospho-STAT3 were detected by Western blotting (n = 3).

### Supplementary Figure S3

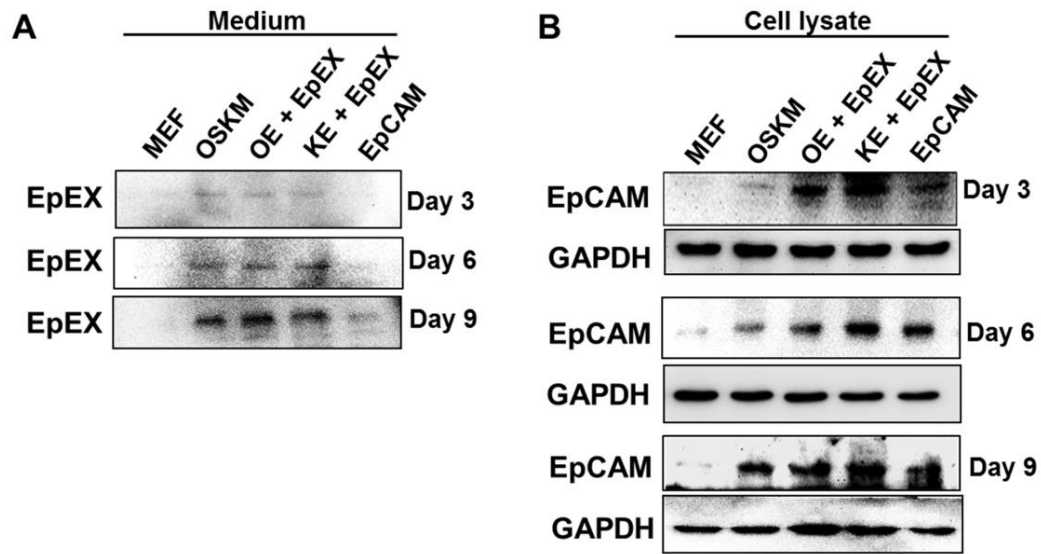

**Supplementary figure S3.** The expression of EpCAM and EpEX during iPSCs reprogramming at day 3, day 6 and day 9. The expressions of EpCAM and EpEX were detected by Western blotting. (A) The expression of EpEX in conditioned medium was detected by Western blotting. (B) The expression of EpCAM in cell lysate was detected by anti-EpCAM antibody.

## Supplementary Figure S4

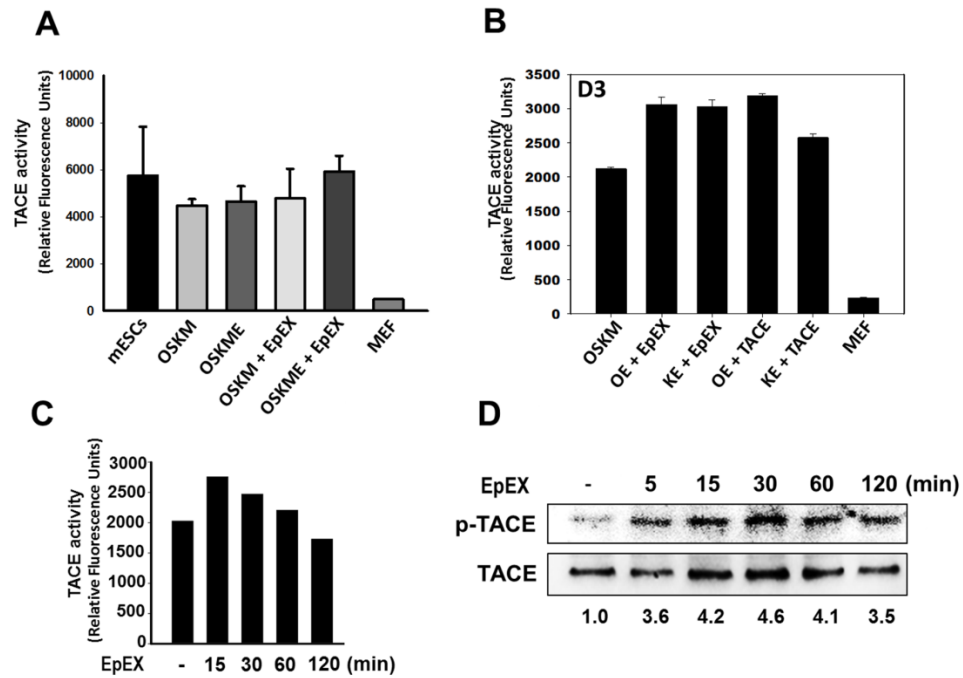

**Supplementary figure S4.** The phosphorylation of TACE and its activity were induced in MEFs. (A) The activity of TACE in iPSCs and mouse ESCs. The lysate of mESCs and iPSCs was harvested and the activity of TACE was examined. TACE activity is highly elevated in iPSCs and mESCs. (B) The activity of TACE in MEFs. The lysate was harvested and the activity of TACE was examined in each group of early reprogramming induction on day 3. (C) MEFs were stimulated by EpEX at indicated time, and the activity of TACE was detected. (D) Western blot analysis was performed to detect the protein phosphorylation. MEFs were stimulated by EpEX (1  $\mu\text{g/mL}$ ) at indicated time. The TACE phosphorylation was detected by antibody against the phosphorylation site Thr735 of TACE.

## Supplementary Figure S5

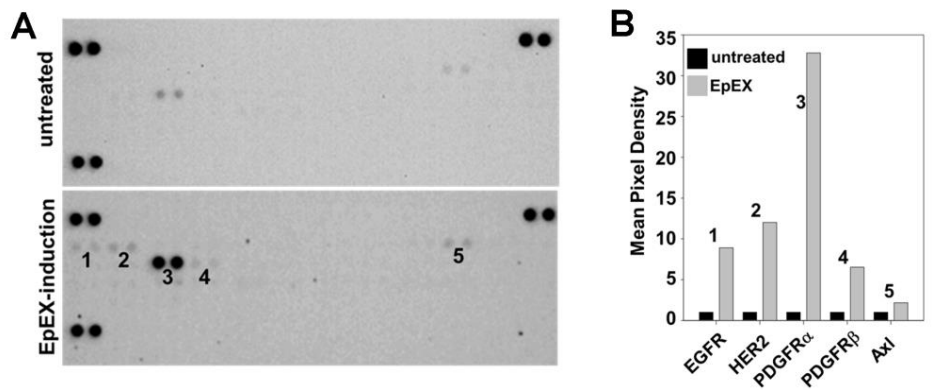

**Supplementary figure S5.** The effect of EpEX on Receptor Tyrosine Kinase. (A) The phospho-kinase array detects phosphorylated receptor tyrosine kinase in untreated and EpEX-treated MEFs. (B) The quantification by mean pixel density showed that six phosphorylated proteins were regulated by EpEX.

## Supplementary Figure S6

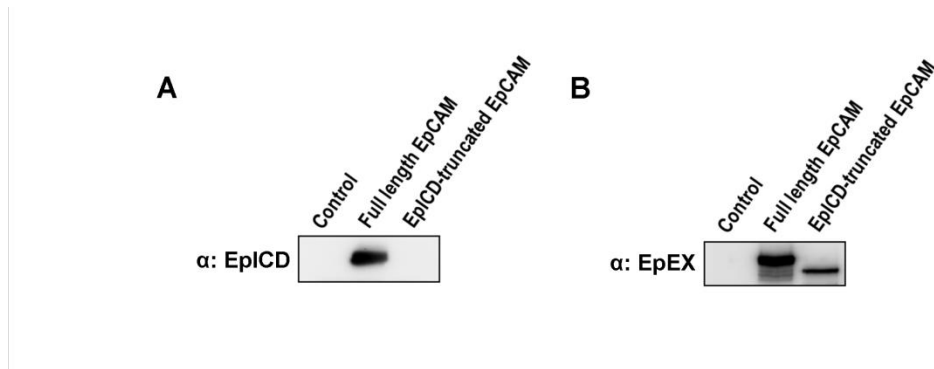

**Supplementary figure 6.** The expression of EpICD-truncated EpCAM. (A) The expression of EpICD-truncated EpCAM was detected by Western blotting with E144 antibody, which has the recognition site at C-terminal (EpICD). (B) Western blotting with G8.8 antibody, which has recognition site at N-terminal (EpEX).

## Supplementary Figure S7

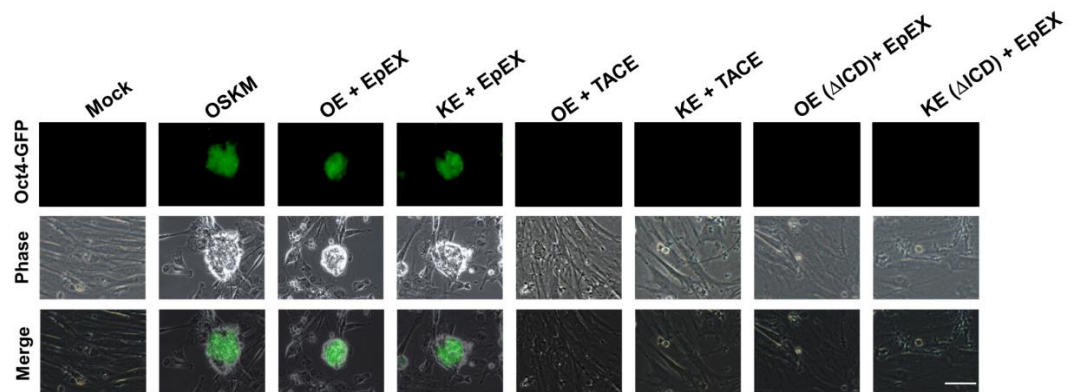

**Supplementary figure 7.** iPSCs formation on day 20. iPSC morphology was observed at day 20 after induction. Reprogramming of Oct4-GFP MEFs was induced by transfection of OSKM, OE + EpEX, and KE + EpEX with or with TACE, and EpICD-truncated EpCAM with Oct4 or klf4 with EpEX treatment (n = 3). Scale bar: 25  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

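RNA of 18 samples was measured on Affymetrix mouse expression arrays, 3 of MEFs, 3 of mESC clones and 4 each of OE + EpEX, KE + EpEX and OSKM iPSC clones. Groups were taken from the sample labels and match those of Fig. 2D. The authors processed the arrays with GeneSpring GX and deposited log2 values, in which each probe set had been shifted by its median over the 18 arrays. The version, the summarisation of probes and the normalization between arrays are not named in the paper's text, and the paper's data note speaks of RNA-seq although its methods and the files are of microarrays. The authors also deposited a mean of the 3 MEF arrays, which equals the mean computed here to within 1.0e-06, and lists of probe sets with linear fold ratios to that mean, as positive numbers for higher and negative numbers for lower probe sets. In these lists log2 of the fold equalled the difference of the deposited log2 values to within 1.4e-06. The raw array scans were not analysed here.

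All 18 arrays were used. Control probe sets (64) were left out and 45037 probe sets were analysed. The values had been centred per probe set, which the design had not assumed, so a filter on dim probe sets could not be applied and the 22519 probe sets with the larger spread over arrays were used as that alternative instead. No 2 arrays held identical values. As the deposited values are centred, signal over background, and with it the detection of a transcript, is unknown. The number of arrays, 3 or 4 per group, limits the precision.

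Probe sets were tested with limma (version 3.58.1, R 4.3.3), lmFit and eBayes with default settings, on 1 model with a mean for each group and all 18 arrays. The 10 comparisons were those of each iPSC group with mESCs, OSKM iPSCs and MEFs, of OE + EpEX with KE + EpEX, and of mESCs with MEFs. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a probe set was counted at an adjusted p under 0.05 and a log2 difference of at least 1 in either direction. R² was the squared Pearson correlation of group means across probe sets. Profile distance was the mean of 1 minus Pearson's r between arrays of different groups, minus the mean within groups, with a one-sided exact permutation test over all splits into the same group sizes. With 4 arrays against 3 or 4 there are 35 splits, and no p under 0.0286 is possible. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps.

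The limma step was tested on simulated data with the size and pooled spread of these arrays and 200 changed probe sets. It recovered 92.5% of them for OE + EpEX against mESCs with 0 false calls, 94.5% for KE + EpEX against OSKM with 5 false calls, and 93.5% for OSKM against MEFs with 1 false call. Each probe set had the same spread in all groups, and every change was beyond the log2 threshold of 1. The real groups differ in spread, so these shares do not give the power of the real comparisons.

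The results, their tests, the alternatives and the lists of genes were chosen before the data were examined, apart from those marked otherwise. The genes to be named were every gene of these lists with a symbol in the authors' lists, each by the probe set with the highest mean, and the 3 probe sets with the highest and the 3 with the lowest log2 difference in each comparison among iPSC groups and mESCs whose groups' values did not overlap. At most 2 probe sets without a symbol are printed in each direction. The lists were the pluripotency genes of Fig. 3D, signalling genes named in the paper, fibroblast markers, mesenchymal genes lost and epithelial genes gained in the mesenchymal-to-epithelial transition, Y-linked genes, X inactivation, the Dlk1-Dio3 region, other imprinted genes, germ layer and trophoblast markers, naive pluripotency genes and genes of the 2-cell-like state.

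The alternatives were a 1.5-fold threshold, no fold threshold, an adjusted p under 0.01, quantile normalization, arrays centred on their medians, eBayes with trend and robust options, only the compared groups in the fit, the unpaired t-test of the paper's statistics section with and without adjustment, the replicate number as a block, and leaving out each array in turn. For R² they were ranks, the linear scale, single clones, the authors' lists, values relative to the MEF mean and probe sets at or above 2 in both groups, the start of the axes of Fig. 2E. For profile distance they were Spearman and Euclidean distances and the 1000 probe sets with the largest variance. Each was changed alone, except the t-test. Its counts had no fold threshold and used the spread of the 2 compared groups only. Counts were also set beside those of all other splits of the same arrays into groups of the same sizes.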

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

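The tests of explanations in this part were all chosen only after the results were seen; how values far from their group were picked out was set beforehand.

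Pou5f1 of OE + EpEX clone 3 was 2.18 on the log2 scale, far above the other 3 clones of its group (−0.32 to 0.03) and below the mESC arrays. If the sample held a share of mESC RNA, other probe sets at least 8-fold higher in mESCs than in OSKM iPSCs would show the same share. Over 24 such probe sets the median share was 4.90%, with 23 above 0, while Pou5f1 itself gave 7.05%. The shares were not alike, with lower and upper deciles of 0.91 and 12.07% and 16.7% of them under 0.25 of their median. In the other iPSC clones the median share was between −0.26 and 1.85%, with deciles from −3.08 to 18.08%. mESC RNA in the sample therefore cannot be told apart from a clone whose own expression lies closer to that of mESCs, and the scatter of single probe sets is too wide to decide.

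In KE + EpEX clone 3 Nanog (−0.15) and Nr0b1 (−0.66) lay far from the other 3 clones, as did Sox2 in KE + EpEX clone 4 (0.49), Tdgf1 in OE + EpEX clone 3 (0.13) and Zfp42 in OSKM clone 1 (0.093). With Pou5f1 these are 6 of 39 groups of 4 values that were tested, where chance gives 1 in 20, or 1.95. These 5 values were not tested against any explanation. The design gives no biological explanation that applies to a single clone, and none was tested.

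Signal of the Y-linked genes Ddx3y and Eif2s3y, which the paper does not discuss, was higher in the 15 other arrays than the MEF mean, with a median difference of 4.34 and 4.85 log2 units. Probe sets that also read an X-linked copy are argued against, since the lowest Ddx3y value of the 15 arrays was 5.41 log2 units above the mean of MEF samples 2 and 3, which had the highest Xist signal. Clones of female cells are argued against by the signal itself, at least 5.41 (Ddx3y) and 5.91 (Eif2s3y) log2 units above MEF samples 2 and 3. The count of 15 of 15 arrays at least 10-fold above these samples adds nothing. Both genes were named only because all 15 arrays lay at least 10-fold above the MEF mean, and samples 2 and 3 lay below that mean. Xist was lower in all 15 arrays than in these MEF samples at all 3 of its probe sets, as their place in the authors' list of lower probe sets required. MEF samples 2 and 3 that hold few male cells, with iPSC and mESC clones from male cells, may explain this pattern. The sex of the embryos is not given in the labels or the paper's text, and no biological explanation beyond the sex of the cells was tested. The paper examined me3H3K27 in iPSCs (Fig. 3E), and its text does not name the clones used there.

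In MEF sample 1 Ddx3y and Eif2s3y lay between the other MEF samples and the 15 arrays. Cells of both sexes in the sample would give the same share of signal from both genes, with Xist giving the rest. Ddx3y gave 26.9% and Eif2s3y 26.1% of the mean of the 15 arrays, but Xist lay −0.78, −1.21 and −2.33 log2 units from MEF samples 2 and 3 at its 3 probe sets, which do not give a single share. The level of these genes in male MEFs alone was not measured, so a mixture of male and female cells cannot be told apart from other causes.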

How the results depend on the processing

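Every alternative in this part was chosen beforehand except the values of R² relative to the MEF mean on selected probe sets or single clones, which were chosen after seeing the data, as were the comparisons with other splits of the arrays and the counts of list genes with only the 2 groups in the fit.

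Counts of probe sets against mESCs, in the order OE + EpEX, KE + EpEX and OSKM, rose with looser thresholds, as they must, to 2710, 3338 and 3364 at 1.5-fold and 3808, 4771 and 4782 without a fold threshold. The count shared by all 3 groups rose to 1751 at 1.5-fold. The methods' t-test at an unadjusted p under 0.05 gave 10165, 9288 and 14027. These t-test counts had no fold threshold. After adjustment the t-test gave 8570 for OSKM, where limma without a fold threshold gave 4782. Quantile normalization gave 3030 for OSKM. The cause was not tested. Under the other alternatives these counts stayed within 1.5 times their values. Leaving out 1 array gave 1063 to 1599, 1227 to 1925 and 1158 to 1528. The shared count was computed without each mESC array only and was 677 to 838. No other split of the same 7 arrays gave as many calls as the real one in any of these 3 comparisons. The real split is 1 of 35, the smallest share possible, which argues against chance for these counts. The largest other counts were 940, 1271 and 0. For OE + EpEX and KE + EpEX the Pearson profile distance of the same arrays had an exact permutation p = 0.0571.

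The 20 probe sets between OE + EpEX and OSKM iPSCs became 88 at 1.5-fold, 121 without a fold threshold and 0 at an adjusted p under 0.01. The count became 1523 after quantile normalization and 105 with only the 2 groups in the fit. The methods' t-test, which had no fold threshold, gave 8240 unadjusted and 385 after adjustment. Leaving out 1 array gave 0 to 57, with 57 without OE + EpEX clone 3, 13 without OE + EpEX clone 4 and 0 without OE + EpEX clone 1, OE + EpEX clone 2 and each OSKM clone. The count of 0 by limma between KE + EpEX and OSKM iPSCs (3479 at an unadjusted p under 0.05) became 831 after quantile normalization, 13 with only the 2 groups in the fit, 4979 by the methods' t-test unadjusted and 2 by it after adjustment. Leaving out 1 array gave 0 to 114, with 114 without KE + EpEX clone 3. The count of 0 by limma between OE + EpEX and KE + EpEX iPSCs (2446 at an unadjusted p under 0.05, 0 by the methods' t-test after adjustment) became 2719 by the methods' t-test unadjusted. Leaving out 1 array gave 0 to 11, with 11 without OE + EpEX clone 3, 1 without OE + EpEX clone 4 and 1 without KE + EpEX clone 1. The cause of these changes was not tested. Of the splits of OE + EpEX and OSKM arrays 1 of 35, the real one, gave as many calls. This is the smallest share possible, and it excludes chance only for the setting used, since the count was 0 without any 1 of 6 of the 8 arrays. For the other 2 comparisons the splits decide nothing, since 35 of 35 splits reach a count of 0 or more by construction. Another split of the OE + EpEX and KE + EpEX arrays gave 73 calls.

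Quantile normalization removes differences in spread between arrays by construction, and these ran from an SD of 0.193 to 1.39. It also changed the balance of directions between OE + EpEX and OSKM iPSCs, from 15.0% of calls higher in OE + EpEX to 55.7%. With only the 2 groups in the fit 55.2% were higher, and at 1.5-fold 50.0%. Which direction prevails therefore depended on the setting. Between KE + EpEX and OSKM iPSCs 40.6% of the calls after quantile normalization were higher.

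Counts against MEFs, in the order mESC, OE + EpEX, KE + EpEX and OSKM, were 20096, 20733, 20116 and 20934 without a fold threshold, 3466, 2326, 1916 and 4018 after quantile normalization, and 17125, 19340, 18053 and 20529 by the methods' t-test unadjusted. Leaving out 1 array gave 10960 to 12031, 10526 to 11794, 10376 to 11636 and 10909 to 12184. Chance is argued against for the 3 iPSC groups, at 1 of 35 splits, with at most 7777 calls in another split. The 10 splits of mESC and MEF arrays allow no share under 0.1. There the real split gave 11217 calls and no other split more than 1. The closest MEF and mESC arrays differed by 1.280 (root mean square), against at most 0.883 within MEFs and 0.290 within mESCs. These values argue against chance for mESCs against MEFs as well.

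Equal replicate numbers do not pair the samples. Of 33 pairs of arrays with the same number in different groups, the correlation of values after removal of group means ran from −0.362 to 0.254 with a median of −0.003, and 96 pairs with different numbers had a median of 0. With the replicate block the count between OE + EpEX and OSKM iPSCs was 0, that of all 3 iPSC groups against mESCs 855, and the counts against mESCs 1272, 1451 and 1453. The block spends degrees of freedom on numbers that carry no pairing.

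R² of OE + EpEX with OSKM group means was 0.121 over the probe sets of the authors' lists, 0.0461 from ranks, 0.000284 to 0.0503 over the 16 pairs of single clones, and 0.969 relative to the MEF mean. R² of KE + EpEX with OSKM was at most 0.187 over single clones and was 0.974 relative to the MEF mean. The square hides the sign of r, so a larger value need not mean more similarity. The highest single-clone R² came from r = −0.224 for OE + EpEX (clone 4 with OSKM clone 2). For KE + EpEX it came from r = 0.432 (clone 3 with OSKM clone 3). Leaving out 1 clone gave an R² of 0.00194 to 0.0545 and 1.36e-05 to 0.0407. Relative to the MEF mean, alternatives chosen after seeing the data gave OE + EpEX 0.944 over probe sets at or above 2 in both groups, 0.949 over the authors' list of higher probe sets, 0.996 over both lists and 0.897 to 0.957 over single clones. They gave KE + EpEX 0.934, 0.933, 0.996 and 0.915 to 0.966. Values relative to the MEF mean are higher by construction, since the same MEF values are subtracted from both groups and MEFs differ from all pluripotent cells. The alternative of both group means at or above 2 on the deposited values gave no value, as 0 probe sets reached it.

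The profile distances of OE + EpEX and KE + EpEX from mESCs passed an exact p of 0.05 as Euclidean distances (0.194 and 0.185, exact p = 0.0286). The cause was not tested. Leaving out 1 array gave 0.328 to 0.763 for OE + EpEX, highest without OE + EpEX clone 3, 0.297 to 0.766 for KE + EpEX, lowest without mESC clone 1 and highest without KE + EpEX clone 4, and 0.644 to 0.810 for OSKM. That last result lost its exact p under 0.05 only because the 10 or 15 splits left allow none under 0.0667. The distance of OE + EpEX from OSKM was 0.315 to 0.504 with 1 array left out, 0.310 from ranks, 0.508 over the 1000 probe sets with the largest variance and 0.0666 as a Euclidean distance, and stayed at an exact p of 0.0286 under every alternative run. The distance of KE + EpEX from OSKM was 0.172 to 0.479 with 1 array left out, highest without KE + EpEX clone 3, and 0.0477 as a Euclidean distance. Its exact p was 0.0857 without OSKM clone 1 (0.184), 2 (0.172), 3 (0.172) or 4 (0.177), with as many splits as before.

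For 61 differences of single genes or probe sets from mESCs or OSKM, 568 values under quantile normalization, the replicate number as a block, other probe sets of the gene and leaving out each array were computed. Of these 509 kept their direction and their side of an adjusted p of 0.05, 3 newly passed it, 44 no longer did (4 of them with the block) and 12 that were not past it in either case changed sign. A called difference reversed in 0 of them. For 21 counts of list genes with an adjusted p under 0.05 against mESCs, only the 2 groups in the fit, chosen after seeing the data, raised 9, lowered 2 and left 10 unchanged. Depth, as signal over background, is unknown in centred values, and what it limits was not tested.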

Differences from the paper's values

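The alternatives named first in this part were set before the data were examined, and the last 4 were chosen after seeing the values.

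The paper's R² of OE + EpEX with OSKM iPSCs is about 0.92 in Fig. 2E, read by eye, and the value computed here from the deposited, centred log2 values was 0.028. The paper's R² of KE + EpEX with OSKM iPSCs is about 0.92 in Fig. 2E, read by eye, against 3.5e-05 here. Of the alternatives set before the data were examined, values relative to the MEF mean gave 0.969 and 0.974, which fall within 1.5 times the paper's values. The linear scale, ranks, quantile normalization, the probe sets with the larger spread, the probe sets of the authors' lists, single clones and leaving out each clone gave values that differ from the paper's. Relative to the MEF mean and chosen after seeing the values, the probe sets at or above 2 in both groups gave 0.944 and 0.934, the authors' list of higher probe sets 0.949 and 0.933, both lists 0.996 and 0.996, and single clones 0.897 to 0.957 and 0.915 to 0.966. These are settings under which the value comes close to the paper's, not the paper's method, which its text does not name.

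The paper states that Oct4 RNA in OSKM iPSCs was comparable to that in ES cells by Q-PCR (Fig. 1E). On the arrays the log2 difference of Pou5f1 between OSKM iPSCs and mESCs was −5.52 (limma adjusted p = 3.46e-07). Sox2 and Nanog, of which the paper states the same, were not called (−0.34 and −0.02, limma adjusted p = 0.802 and 0.976). For Sox2 that fit cannot decide, since its spread includes the MEF arrays (SD 1.824, against 0.083 in OSKM and 0.124 in mESCs). The 3 mESC values of Sox2 (0.236 to 0.457) all lay above its 4 OSKM values (−0.065 to 0.135). Chosen after seeing the values, a fit of only these 2 groups gave Sox2 a limma adjusted p = 0.0192 and Nanog one of 0.930. The paper also reports comparable Oct4 protein in iPSCs and ES cells, and similar methylation of the Oct4 promoter. The arrays measure RNA only, and the Q-PCR samples were not analysed here.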

Other observations

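The lists of genes in this part were fixed beforehand, whereas their counts with only the 2 groups in the fit and the tests of the patterns of Pou5f1, MEF sample 1, KE + EpEX clone 1 and OE + EpEX clone 4 were all chosen only after the results were seen. In limma the spread is estimated over all 18 arrays, so for genes that vary between MEF arrays or between clones of another group it can hide a difference, and counts of 0 in this part depend on it.

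On the deposited values Pou5f1 was lower than in mESCs by −5.22, −5.75 and −5.52 log2 units in OE + EpEX, KE + EpEX and OSKM iPSCs, and by −4.97 in OE + EpEX without OE + EpEX clone 4, while 6 of the 8 named genes of the list in Fig. 3D did not differ in any group by limma with all arrays in the fit (with only the 2 groups in it, Sox2 had an adjusted p under 0.05 in OSKM). The paper reports many genes of that list at levels equivalent to those of ES cells by Q-PCR, a tally that 6 of 8 does not go against. Pou5f1 and Zfp42, in that list as Oct4 and REX, do differ from such a level on the arrays. For Oct4 the paper also reports comparable protein by flow cytometry, staining and Western blotting, and promoter methylation similar to that of ESCs. A difference in the distribution of values between arrays is argued against as the whole cause, since quantile normalization, which makes the distributions equal, left differences of −3.55, −4.63 and −4.24 (limma adjusted p = 0.0105, 0.00142 and 0.00171). Quantile normalization made all 3 smaller. It was run on values centred per probe set, where the spread of an array includes how far it lies from the others. The size of the difference is therefore uncertain, and this setting does not show what another normalization between arrays would give. A smaller share of pluripotent cells in the iPSC samples is argued against as the whole cause, since it would lower the other genes by a like amount, while the largest drop among the other 7 genes, averaged over the 3 groups, was −1.81 and the highest value 0.21. A reporter allele that changes the measured part of the Oct4 transcript cannot be told apart from lower expression, because 1 Pou5f1 probe set was named. The labels give mESCs, iPSCs and MEFs the same reporter strain. Lower Pou5f1 in reprogrammed than in embryo-derived cells, a difference the design names, was not tested apart from this.

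MEF sample 1 stood apart from samples 2 and 3. After quantile normalization it differed from samples 2 and 3 by 0.302 and 0.305 (root mean square, log2 units), against 0.0898 between samples 2 and 3, which argues against a difference in the distribution of values between arrays as the whole cause. Pluripotent cells in the sample are argued against, since Nanog gave an implied share of 0.125%. Cells of both sexes are argued against as the whole cause, since 6506 probe sets lay at least 1 log2 unit from the mean of samples 2 and 3 (2892 higher, 3614 lower), against 114 between samples 2 and 3. Another culture, passage or handling of the MEFs stays open. The labels do not give them, and no biological explanation was tested.

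In KE + EpEX clone 1 probe sets of the authors' list of lower probe sets, which are high in MEFs, were raised, with a median implied MEF share of 1.86% and 90.9% of 471 probe sets above 0. The next highest medians were 1.21% in OE + EpEX clone 4 (83.7% above 0) and 0.52% in KE + EpEX clone 2 (76.6%). In KE + EpEX clones 3 and 4 the medians were −0.20 and −0.09%. MEFs with a single profile taken from the MEF arrays would raise all such probe sets by a like share. Of the 42 at least 100-fold higher in MEFs, 21.4% had a share under 0.25 of their median in KE + EpEX clone 1. These shares ran from −0.17 to 8.30%, against −0.19 to 0.31% in the OSKM clones. This argues against MEFs of such a single profile as the whole cause. The MEF arrays themselves differed unevenly. In MEF samples 1 to 3 Col3a1 lay at 5.51, 9.19 and 9.28, but Col1a1 at 5.49, 5.19 and 5.15. MEFs like 1 of these samples could therefore give uneven shares too and were not tested. Feeder cells, other fibroblasts or differentiating cells may still contribute and were not tested, since feeder cells were not measured alone. The 12 fibroblast markers with a symbol lay between 0.16 (Twist1) and 3.01 (Col3a1) in KE + EpEX clone 1.

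OE + EpEX clone 4 correlated more with KE + EpEX clones 1 and 2 (r across probe sets 0.591 and 0.557, after the mean of the 15 arrays other than MEFs was subtracted) than with OE + EpEX clones 1, 2 and 3 (0.302, 0.143 and −0.211). MEFs in the samples as the whole cause cannot be told apart from other causes. Over 26996 probe sets within 0.5 log2 units between MEFs and the other arrays r with KE + EpEX clones 1 and 2 was 0.228 and 0.265, against 0.182, 0.062 and −0.127 with OE + EpEX clones 1, 2 and 3, so most of the gap to clone 1 was gone. A mislabelled sample cannot be told apart from a true difference between clones. A swap needs a KE + EpEX clone among the OE + EpEX clones, and the highest r of a KE + EpEX clone with OE + EpEX clones 1 to 3 was 0.128 (KE + EpEX clone 4 with OE + EpEX clone 3), or 0.240 for the same pair on the deposited values. A single wrong label needs no such clone. KE + EpEX clone 3 correlated with the 4 OSKM clones at r from 0.208 to 0.426, and with KE + EpEX clones 1, 2 and 4 at −0.056, 0.011 and −0.218. Without it 114 probe sets differed between KE + EpEX and OSKM iPSCs, against 0 with it. No explanation was tested for this clone. Probe sets are not independent replicates, and no biological explanation was tested.

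Of 18 signalling genes named in the paper, 4 had a symbol (Epcam, Egfr, Pdgfra and Pdgfrb). Against mESCs 0 passed both thresholds in any iPSC group. By limma 1 had an adjusted p under 0.05 in each, and adjusted over the list alone 1, 1 and 2 did, in the order OE + EpEX, KE + EpEX and OSKM. Over all probe sets it was Epcam, higher by 0.87 (limma adjusted p = 0.00252), 0.58 (0.0285) and 0.54 (0.0418). EpCAM had been transfected into the OE + EpEX and KE + EpEX cells but not the OSKM cells. Signal of the transfected gene was not separated here from that of the cells' own Epcam. In KE + EpEX its adjusted p was 0.0723, 0.0748 and 0.0785 without KE + EpEX clones 1, 2 and 3, and 0.0832 and 0.126 without mESC clones 1 and 2. In OSKM it was between 0.0529 and 0.159 without any 1 of the 7 arrays, and 0.0609 after quantile normalization. With only the 2 groups in the fit 2, 0 and 3 genes had an adjusted p under 0.05, Epcam in KE + EpEX having 0.0549, and Pdgfra and Pdgfrb were lower in OSKM by −1.74 and −1.23.

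Of 11 epithelial genes, 3 had a symbol (Cdh1, Cldn4 and Epcam, which had been transfected into the OE + EpEX and KE + EpEX cells). Cldn4 was higher than in mESCs by 1.78, 1.59 and 1.47 in OE + EpEX, KE + EpEX and OSKM iPSCs, between 1.23 and 1.98 with each array left out, and Cdh1 was lower in OSKM by −0.50. The adjusted p of Cdh1 rose above 0.05 without any 1 of the 7 arrays, with limma adjusted p from 0.0616 to 0.189, and after quantile normalization (0.0682). By limma 2, 2 and 3 of the 3 genes had an adjusted p under 0.05, and 2, 3 and 3 adjusted over the list alone, but only 1 in each group, Cldn4, also reached a log2 difference of 1. In a fit of only the 2 groups 2, 1 and 3 had an adjusted p under 0.05. Of 8 mesenchymal genes, Snai2 and Zeb2 had a symbol, and 0 differed from mESCs by limma, 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Snai2 was called in OE + EpEX iPSCs with only the 2 groups in the fit (1.08, limma adjusted p = 0.0272).

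Of 20 fibroblast markers, 12 had a symbol. By limma with all arrays in the fit 0 had an adjusted p under 0.05 against mESCs in any iPSC group, and 0 adjusted over the list alone, with 3, 3 and 2 at an unadjusted p under 0.05 in OE + EpEX, KE + EpEX and OSKM iPSCs. With only the 2 groups in the fit 3, 0 and 9 had an adjusted p under 0.05, of which 3, 0 and 2 also reached a log2 difference of 1, so the count of 0 depended on the arrays in the fit. In OSKM these 9 were 8 higher and 1 lower, and Postn and Col5a2, higher by 2.19 and 1.46, had standard errors of 0.151 and 0.162 instead of 0.710 and 0.562. Their median differences were 0.98, 0.83 and 0.51.

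Of 14 naive pluripotency genes, 13 had a symbol. Against mESCs 1, 3 and 2 had a limma adjusted p under 0.05 in OE + EpEX, KE + EpEX and OSKM iPSCs, and 2, 4 and 2 adjusted over the list alone. Of those by limma over all probe sets, 1, 3 and 1 also reached a log2 difference of 1. Nr5a2 was lower by −1.58, −1.45 and −2.02, between −2.08 and −1.37 with each array left out. Lin28a was lower in KE + EpEX by −1.37 (limma adjusted p = 0.00284). Dppa3 was higher in KE + EpEX by 1.42 (limma adjusted p = 0.0437), but its adjusted p was 0.119 and 0.130 without KE + EpEX clones 1 and 2, and 0.119, 0.122 and 0.104 without mESC clones 1, 2 and 3. Dppa2 was higher in OSKM by 0.69 (limma adjusted p = 0.00873), with 0.0609 without mESC clone 1. Against OSKM 0 differed by limma in OE + EpEX or KE + EpEX iPSCs, with 4 and 6 at an unadjusted p under 0.05, and 4 and 5 adjusted over the list alone. With only the 2 groups in the fit 3, 4 and 5 had an adjusted p under 0.05 against mESCs, and 2 and 0 against OSKM.

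Of 17 germ layer and trophoblast markers, only Otx2 had a symbol. By limma it did not differ over all probe sets, and adjusted over the list alone it differed in KE + EpEX iPSCs from mESCs (−1.41) and from OSKM (−1.11), where the list holds a single gene. In OSKM iPSCs against mESCs it had a limma adjusted p = 0.0152 with only the 2 groups in the fit (−0.30). Of 4 Y-linked genes 2 had a symbol, and 0 differed from mESCs by limma or adjusted over the list alone, with 0 at an unadjusted p under 0.05. Of 2 genes of X inactivation Xist had a symbol and did not differ from mESCs, with log2 differences of 0.37, 0.36 and 0.11. Of 6 genes of the Dlk1-Dio3 region Dlk1 had a symbol and did not differ, with log2 differences of 0.19, 0.19 and 0.24. The 13 other imprinted genes and the 8 genes of the 2-cell-like state had 0 symbols each and gave no value. Of the probe sets called against mESCs, 3.8, 3.9 and 3.3% had a symbol.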
